# The Stress-Regulated Transcription Factor CHOP Promotes Hepatic Inflammatory Gene Expression, Fibrosis, and Oncogenesis

**DOI:** 10.1371/journal.pgen.1003937

**Published:** 2013-12-19

**Authors:** Diane DeZwaan-McCabe, Jesse D. Riordan, Angela M. Arensdorf, Michael S. Icardi, Adam J. Dupuy, D. Thomas Rutkowski

## Abstract

Viral hepatitis, obesity, and alcoholism all represent major risk factors for hepatocellular carcinoma (HCC). Although these conditions also lead to integrated stress response (ISR) or unfolded protein response (UPR) activation, the extent to which these stress pathways influence the pathogenesis of HCC has not been tested. Here we provide multiple lines of evidence demonstrating that the ISR-regulated transcription factor CHOP promotes liver cancer. We show that CHOP expression is up-regulated in liver tumors in human HCC and two mouse models thereof. *Chop*-null mice are resistant to chemical hepatocarcinogenesis, and these mice exhibit attenuation of both apoptosis and cellular proliferation. *Chop*-null mice are also resistant to fibrosis, which is a key risk factor for HCC. Global gene expression profiling suggests that deletion of CHOP reduces the levels of basal inflammatory signaling in the liver. Our results are consistent with a model whereby CHOP contributes to hepatic carcinogenesis by promoting inflammation, fibrosis, cell death, and compensatory proliferation. They implicate CHOP as a common contributing factor in the development of HCC in a variety of chronic liver diseases.

## Author Summary

Liver cancer is the third most common cause of cancer death worldwide. It is most commonly caused by viral hepatitis, alcoholism, or obesity, all of which activate cellular stress responses in the liver. However, the contribution of these responses to disease pathogenesis was unknown. We found that expression of the stress-regulated transcription factor CHOP—widely thought to be anti-oncogenic because of its cell death-promoting properties—was associated with both human liver cancer and two mouse models thereof. In response to challenge with a tumor-causing agent, mice lacking CHOP developed fewer tumors, exhibited less cell death, compensatory cellular proliferation, and liver scarring (fibrosis), and showed lower expression of immune and inflammatory genes. These findings establish CHOP as a biomarker for liver cancer and demonstrate its importance in promoting liver tumor formation. They raise the possibility that promotion of tumorigenesis by CHOP is a common feature of liver cancer caused by viral infection, alcoholism, and obesity.

## Introduction

HCC constitutes nearly 90 percent of all liver cancers in the United States, and liver cancer is the fifth most common cancer as well as the third most common cause of cancer related death worldwide [1], [2]. Risk factors for HCC include obesity, alcoholism, and viral hepatitis, due to the hepatic inflammation, fibrosis, and cirrhosis associated with these conditions [3]–[5]. In contrast to most other cancers, HCC prevalence has more than doubled in the U.S. over the past 20 years [2]. Stimuli that predispose to HCC show a striking commonality in their association with stress in the endoplasmic reticulum (ER), as well as signaling through the related unfolded protein response (UPR) and integrated stress response (ISR) pathways [6]–[10]. However, it is not known whether either the UPR or ISR contributes to HCC pathogenesis.

The ER participates in diverse physiological processes including membrane protein folding and trafficking, calcium storage, drug detoxification, lipid and sterol synthesis, and various steps of lipid and sugar catabolism. ER stress is caused by disruption of the organelle's protein folding capacity, and can be induced by varied physiological and pathological stimuli [6]. ER stress is sensed by the UPR, which is initiated by three ER-resident transmembrane proteins and which culminates in alterations to gene expression that improve ER function. One of these initiating proteins is the ER-resident kinase PERK, which when activated phosphorylates the translation initiation factor eIF2α to transiently inhibit protein synthesis and to stimulate gene expression via the eIF2α-regulated transcription factor ATF4 [7], [8]. eIF2α can also be phosphorylated by other kinases in response to diverse stresses (classically: viral infection, amino acid deprivation, or heme deficiency). This pathway, termed the integrated stress response (ISR), thus shares many transcriptional targets with the UPR [9]. IRE1α and ATF6α initiate the other two branches of the UPR, but are not thought to be activated by stimuli that do not cause ER stress; thus, the ISR is characterized by eIF2α-dependent signaling in the absence of IRE1α and ATF6α signaling.

The UPR and/or ISR are implicated in the pathogenesis of multiple types of tumors including breast, colon, prostate, brain and lung [10]–[15]. Evidence for UPR activation in human HCC tumors also exists [16]. UPR- and ISR-mediated apoptosis appears to require the ATF4-dependent transcription factor CHOP (C/EBP Homologous Protein) [17]. Thus CHOP induction has been proposed as a strategy for ameliorating cancer, and pharmacological ER stresses that induce CHOP can kill cancer cells, including hepatomas, *in vitro* [18], [19]. However, in at least one case CHOP appears to promote oncogenesis, when it is fused by genomic rearrangement with either the FUS/TLS protein or the EWS protein [20]–[22]. Although the common association of conditions that predispose to HCC with activation of the UPR and ISR points to a possible role for these pathways in HCC pathogenesis, their contribution to the development and progression of liver cancer has not been tested.

## Results

### CHOP Is Upregulated in a Genetic Mouse Model of HCC

To gain insight into the role of the UPR and ISR in HCC, we first sought evidence of UPR activation in liver tumors generated using a Sleeping Beauty (*SB*) transposon insertional mutagenesis system. In this approach, *SB* transposons containing promoter/enhancer and splice donor and acceptor elements are mobilized at random to induce insertional mutations. The system is activated when *SB* transgenic animals are crossed with SBase-expressing animals. Integrated transposons can alter the splicing or expression of nearby genes, leading to both gain- and loss-of-function mutations, and the positive selection of transposon-induced mutations drives tumorigenesis. This approach has the advantage that it ties altered physiology to a common genetic origin, and avoids the pleiotropy associated with drug-induced models of oncogenesis [23]. Mice with a mobilized T2/Onc3 transposon, which was optimized to promote oncogenesis in epithelial cells, produced many hepatocellular carcinomas and adenomas, among other malignancies of epithelial origin [24]. In liver tumors, the locus into which the transposon integrated most frequently was that of *Rtl1*, the molecular function of which has not yet been characterized [24], [25].

The expression of UPR-regulated mRNAs in *Rtl1*-integrant tumors versus normal liver tissue was assessed as part of whole-transcriptome sequencing of total mRNA [25]. (Only *Rtl1* integrants were used because these made up the vast majority of SB-induced tumors, and the number of samples from non-*Rtl1* integrants was insufficient to allow for meaningful quantitative comparison.) This analysis revealed enrichment of the ISR-regulated genes *Chop* and *Wars*, as well as multiple additional ISR target genes (Figures 1A and S1) [7], [9], [26], [27], but little or no upregulation of ER chaperones and ER-associated degradation factors, which are more prominently regulated by the PERK-independent IRE1α and ATF6α pathways of the UPR [28], [29] (Figure 1A). This pattern of regulation was confirmed by quantitative RT-PCR (qRT-PCR) in independent tumor samples and normal liver controls (Figures 1B and S1). There was also no enrichment in tumors of the spliced form of *Xbp1* mRNA, which is produced when the IRE1α pathway of the UPR is activated and which serves as a general sentinel for UPR (but not ISR) activation [8] (Figure 1B). In immunohistochemical analysis using an antibody that we confirmed was specific for CHOP (Figure S2), tumor samples consistently displayed scattered CHOP-positive nuclei. CHOP immunostaining was observed in the two non-*Rtl1* tumors that were examined as well (unpublished data). In contrast, normal liver exhibited essentially no CHOP staining (Figure 1C). Consistent with our transcriptome sequencing and qRT-PCR results, the tumor samples did not differ from normal liver with respect to expression of the abundant ER chaperone BiP (Figure 1D). Taken together, these results suggest that HCC is characterized at the level of gene expression by activation of an ISR and upregulation of CHOP, but not by activation of a canonical UPR.

**Figure 1:**
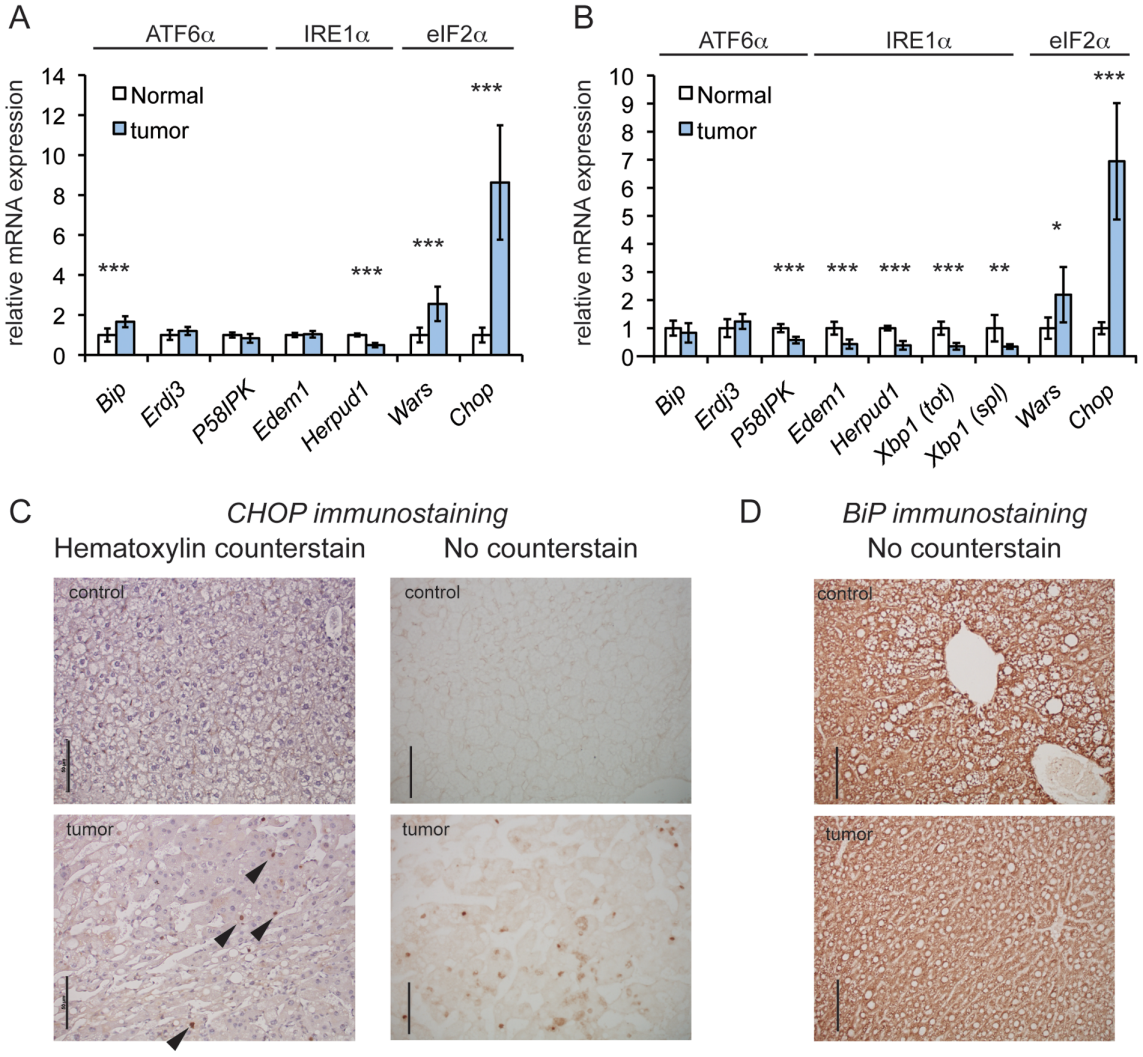
CHOP is upregulated in a genetic mouse model of HCC. (A) eIF2α-dependent genes are upregulated in tumors induced by *SB* mutagenesis. Relative expression of the indicated UPR genes in tumors versus normal mouse liver tissue, as quantified by transcriptome sequencing. Sequencing was performed on total RNA from mouse liver tumors generated by T2/Onc3 transposition into the *Rtl1* locus (n = 8) and age-matched normal liver tissue (n = 7). The branch of UPR signaling to which each gene is most responsive is indicated. Here and in (B), error bars represent means +/− S.D.M. Here and elsewhere: *, p<0.05; **, p<0.01; ***, p<0.001. (B) qRT-PCR of *SB*-induced tumors confirms upregulation of *Chop*. Relative expression of the indicated genes quantitated by qRT-PCR from tumors arising from T2/Onc3 *Rtl1* locus integrants (n = 7), compared to expression in normal tissue (n = 5). Relative expression of total (tot) and spliced (spl) *Xbp1* mRNA is also shown. mRNA levels were normalized against average expression of 2 housekeeping genes (*Btf3* and *Ppia*). (C and D) CHOP and BiP expression, respectively, in tumors from *Rtl1* locus integrants and normal liver tissue from age-matched control animals using IHC. Also shown for CHOP staining are hematoxylin-counterstained samples, with exemplar CHOP-positive nuclei indicated by arrowheads. All scale bars throughout this work represent 50 µm unless indicated otherwise. The same anti-mouse immunoglobulin secondary antibody was used for both CHOP and BiP immunostains.

### CHOP Promotes Oncogenic Transformation *In Vivo*

We next set out to determine whether CHOP promotes tumorigenesis *in vivo*. To test this hypothesis, 15 day-old male *C57BL/6J* and extensively (>10 generations) backcrossed *Chop*−/− mice, which have a constitutive deletion of the majority of the CHOP open reading frame [30], were given a single intraperitoneal injection of the liver carcinogen diethylnitrosamine (DEN), and then aged to 9 months. The DEN model was used for these experiments because, unlike the *SB* model, it is accompanied by hepatic inflammation and fibrosis, and thus more closely mimics the events associated with human HCC [31]. At 9 months, DEN treatment produces mostly basophilic foci and hepatocellular adenomas, and gives rise to carcinomas at later time points [32]. Animals of both genotypes formed multiple liver nodules and, occasionally, large tumors. As expected, nodules and tumors were characterized to varying degrees by hyperproliferation, pleiomorphism, vacuolization, and loss of cellular architecture characteristic of foci of cellular alteration, basophilic foci, or hepatocellular adenomas (Figure 2A). Tumors from DEN-treated mice showed elevated eIF2α phosphorylation (Figure 2B) and upregulation of *Wars* and *Chop* mRNA (Figure 2C), consistent with the idea that hepatic oncogenesis is associated with an activated ISR and upregulation of *Chop*.

**Figure 2:**
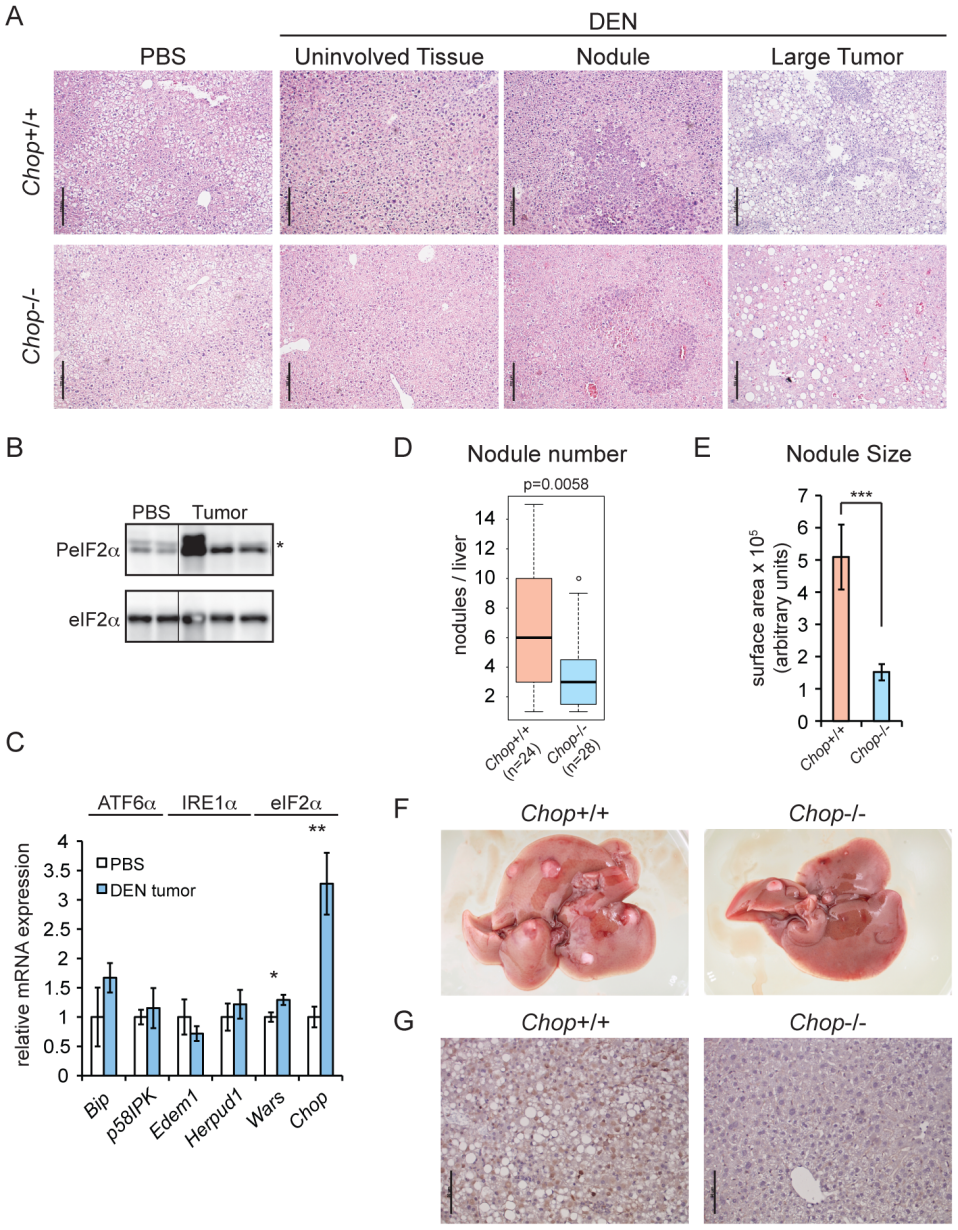
*Chop*−/− animals are resistant to DEN-induced tumorigenesis. (A) A single injection of DEN induces liver tumors in wild-type and *Chop*−/− mice. 15 d.o. wild-type (n = 24) and *Chop*−/− (n = 28) male mice were injected i.p. with 25 mg/kg DEN or PBS (n = 3 per genotype) and aged to 9 months. Liver sections were analyzed by hematoxylin and eosin staining. Histology of representative uninvolved tissue (i.e., tumor-free), nodules, and large tumors from both genotypes is shown. Scale bar = 100 µm. (B) DEN treatment induces eIF2α phosphorylation. Total and phosphorylated eIF2α were detected by immunoblot in normal liver and tumor tissue from wild-type animals. Each lane represents a separate animal. Hairline indicates electronic splicing of non-contiguous lanes, which were taken from the same exposure and processed identically. * represents a nonspecific band. (C) eIF2α target genes are upregulated in tumors from DEN-treated mice. The indicated mRNAs were quantitated by qRT-PCR as in Figure 1 from large tumors of DEN-injected wild-type animals (n = 3), compared against normal liver tissue from PBS-injected wild-type animals (n = 3). Error bars represent means +/− S.D.M. (D–F) Fewer and smaller tumors in *Chop*−/− mice. (D) Surface nodules were counted from the animals described in (A) above, blinded to genotype. P-value was calculated by Asymptotic Wilcoxon Rank Sum Test. (E) Smaller tumors in *Chop*−/− mice. Average cross-sectional area of nodules from H&E-stained liver slices of animals from (A) was determined using Image J, and is shown here +/− S.E.M. p-value was calculated by two-tailed student's t-test. (F) Representative liver photos derived from either wild-type or *Chop*−/− mice from (A) are shown. CHOP immunostaining was observed in all tumors or nodules from wild-type animals for which it was examined. PBS-injected animals of both genotypes were tumor-free (unpublished data) (G) CHOP induced by DEN is detected by immunohistochemistry. CHOP expression in liver sections derived from either wild-type or *Chop*−/− mice from (A) is shown by IHC, with a hematoxylin counterstain.

We found that *Chop*−/− mice were significantly protected from DEN-induced tumorigenesis; the median number of liver surface nodules per animal was reduced by 50 percent compared to that in their wild-type counterparts, and nodules in *Chop*−/− mice had on average approximately one-third the cross-sectional surface area of nodules in wild-type animals (equivalent to approximately a 6-fold difference in nodule volume) (Figures 2D–F). The liver weight-to-body weight ratio was not significantly different between the two genotypes (unpublished data). Consistent with our findings for *SB*-induced tumors, CHOP-positive nuclei were seen by IHC in DEN-treated wild-type animals (Figure 2G). Thus, CHOP upregulation is common to both genetic and pharmacological models of HCC.

### CHOP Deletion Reduces Apoptosis and Proliferation

The strong association of CHOP with apoptosis in both cells and animal models of various diseases could have suggested an anti-oncogenic function for this protein. However, we hypothesized that CHOP might instead promote HCC by facilitating the compensatory proliferation that accompanies hepatocyte cell death and that is thought to characterize HCC [33]. This hypothesis predicted that in DEN-treated *Chop*−/− animals, the expression of *both* cell death and proliferative markers would be lower than in wild-type animals. Indeed, while staining for the active form of Caspase-3 revealed foci of extensive apoptosis primarily (though not exclusively) associated with nodules in wild-type mice, apoptosis was dramatically reduced in *Chop*−/− animals (Figure 3A). Proliferation, which was associated with both nodular and non-nodular areas in wild-type animals, was also attenuated in *Chop*−/− mice, as seen by staining for the proliferative markers PCNA and Ki-67 (Figure 3B and 3C). Blinded scoring revealed that the reduction of both markers in *Chop*−/− livers was significant (Figure 3D). These results show that CHOP promotes hepatocellular proliferation despite—or perhaps because of—its apoptotic function.

**Figure 3:**
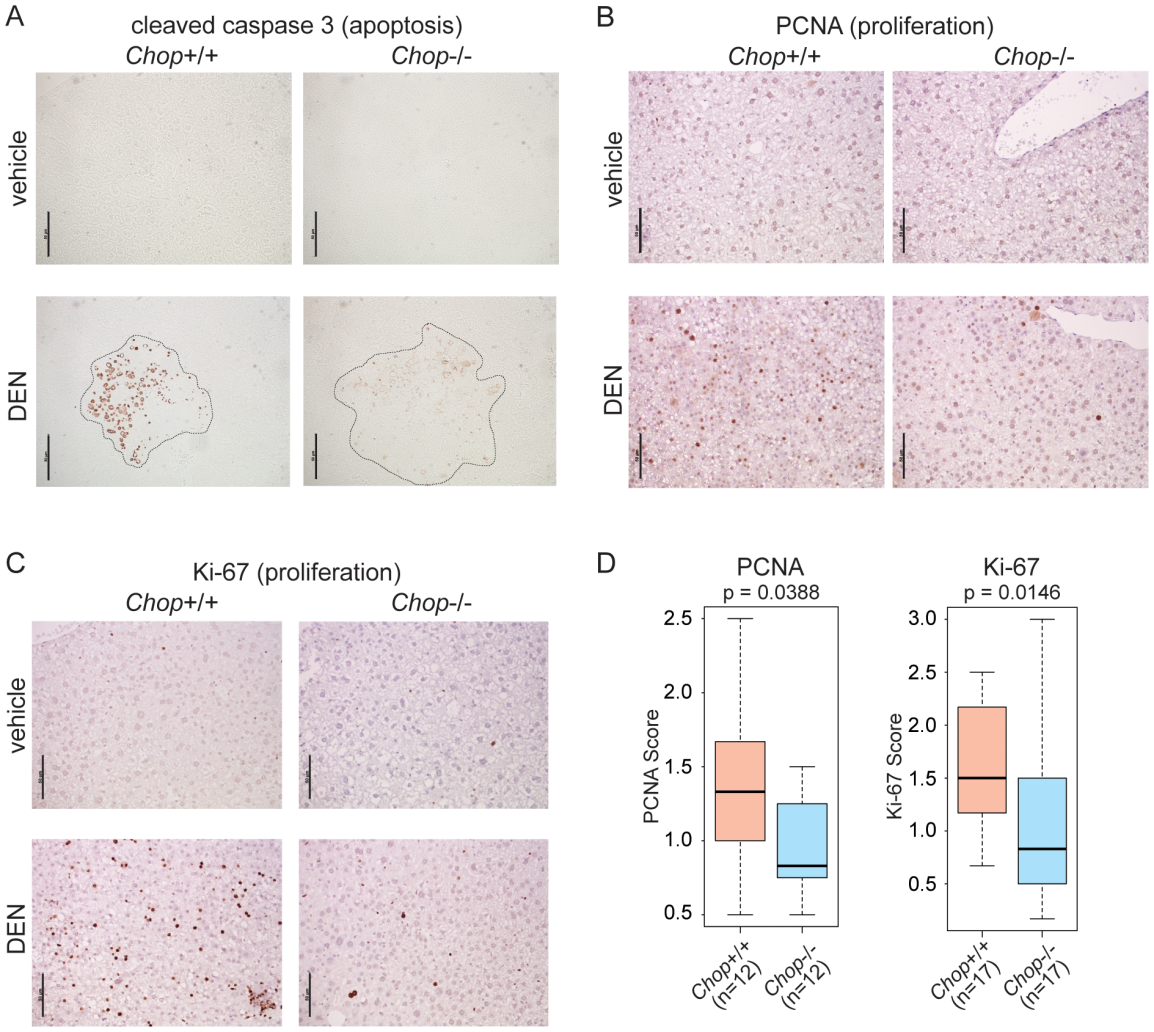
CHOP promotes hepatocellular apoptosis and proliferation. (A) *Chop*−/− mice show reduced cell death upon DEN challenge. Apoptosis in vehicle- or DEN-treated livers of wild-type or *Chop*−/− mice was detected by IHC staining for the cleaved form of Caspase-3. Liver nodule borders are indicated by a dashed outline. Hematoxylin counterstain is not shown because it interfered with Caspase-3 staining. In (A–C), representative images are shown. (B–D) Reduced proliferation in *Chop*−/− DEN-challenged animals. Hepatocellular proliferation was detected by IHC staining for PCNA (B) or Ki-67 (C). (D) The extent of PCNA and Ki-67 staining was quantitated blindly as described in the Materials and Methods. P-values were determined by Asymptotic Wilcoxon Rank Sum Test.

### CHOP Promotes Fibrosis

The progression of alcoholic or non-alcoholic fatty liver disease to fibrosis sharply increases the risk of developing HCC [34]. A study of hepatic fibrosis in the bile duct ligation model of cholestatic liver injury revealed that this condition is promoted by CHOP [35]. More recently, however, CHOP was shown to protect animals from fibrosis induced by dietary steatohepatitis [36]. We found that chronic challenge of wild-type mice with the hepatotoxin carbon tetrachloride (CCl_4_) induced fibrotic deposition, as revealed by blue collagen fibers in Masson's trichrome staining (Figure 4A). CHOP immunostaining was evident in histological sections of these livers but not controls (Figure 4B, C), demonstrating that CHOP expression occurs not only in tumors and nodules, but also in association with a key upstream predisposing event (fibrosis).

**Figure 4:**
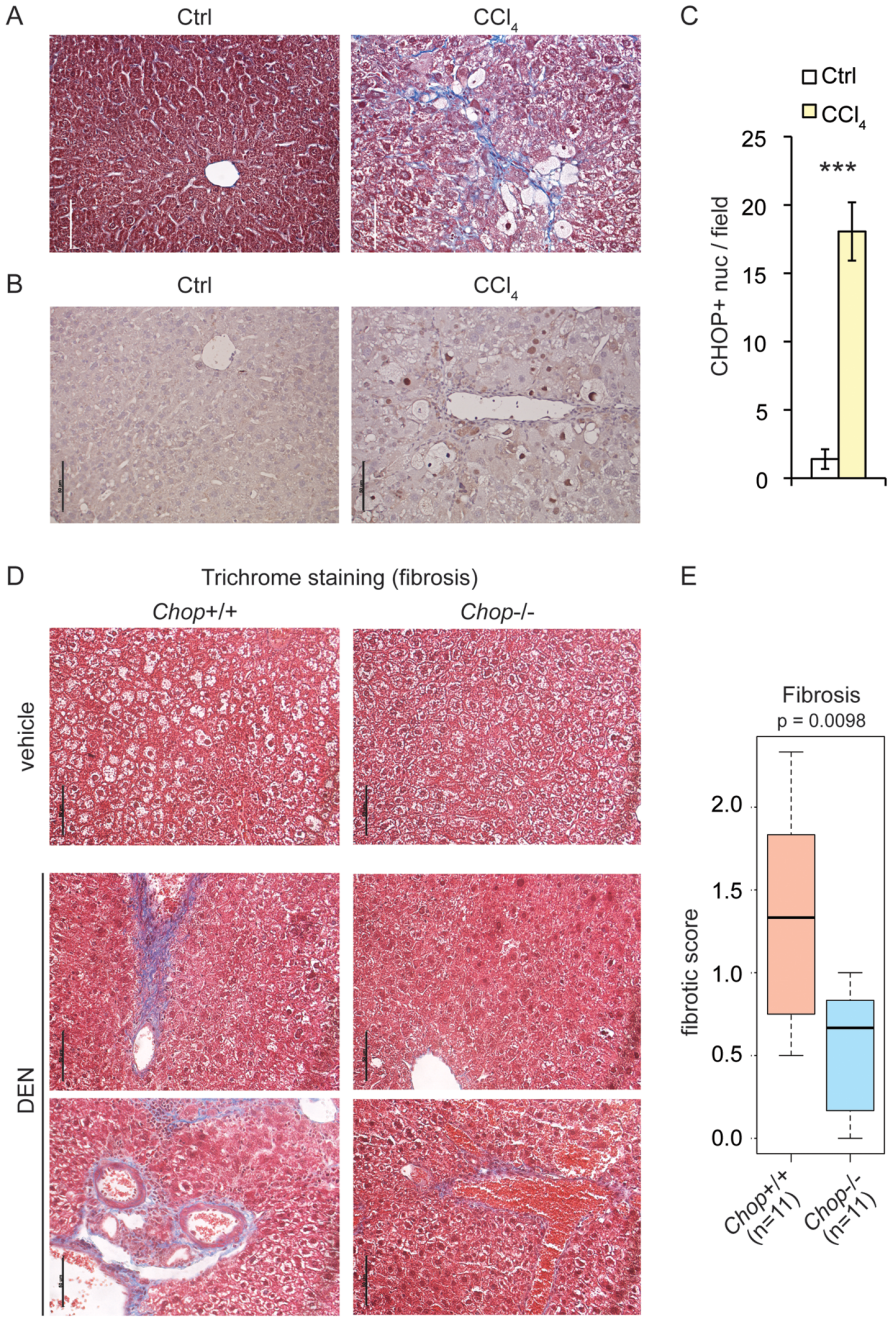
CHOP is induced by fibrotic insult and promotes fibrosis. (A) CCl_4_ injection promotes collagen deposition. Masson's trichrome staining was used to assess collagen deposition (blue) in formalin-fixed paraffin-embedded liver sections of mice injected i.p. with 10% CCl_4_ twice a week for 12 weeks, or with mineral oil as a control. (B–C) CHOP expression is associated with CCl_4_-challenged livers. (B) CHOP was detected by IHC in mouse livers from (A) and samples were counterstained with hematoxylin as in Figure 1C. Representative data are shown. (C) The number of CHOP-positive nuclei per microscopic field from (B) was quantitated in multiple fields from 3 mice per group, and is expressed here as mean +/− S.E.M. per field. (D–E) *Chop* deletion attenuates DEN-induced fibrosis. Mild-to-moderate fibrosis is seen in wild-type but not *Chop*−/− livers by trichrome staining after DEN treatment as in Figure 2. Sections from two separate DEN-treated animals of each genotype are shown. (E) A METAVIR score was blindly determined from trichrome stains as described in the Materials and Methods, and the p-value was calculated by Asymptotic Wilcoxon Rank Sum Test. 0 = no fibrosis; 1 = portal fibrosis lacking septa; 2 = portal fibrosis with some septa; 3 = abundant septa; 4 = cirrhosis.

Tumorigenesis following DEN treatment is accompanied by inflammation and hepatocyte injury [37], [38]. Repeated administration of DEN or the related DMN also leads to progressive fibrosis upon intoxicant cessation [31], [39]–[42]. Trichrome staining revealed that even a single post-natal DEN treatment led to mild-to-moderate fibrotic deposition in 9-month-old wild-type mice (Figure 4D). However, significantly less deposition was observed in *Chop*−/− mice (Figure 4D, E). These results demonstrate that CHOP expression is associated not only with tumors, but also with an agent that causes hepatocyte injury, and place CHOP upstream of the activation of fibrosis.

### CHOP Deletion Alters the Expression of Immune and Inflammatory Genes

We next asked whether gene expression in *Chop*−/− mice differed from wild-type mice *independent of an inciting stimulus* in a way that could account for the greater susceptibility of wild-type mice to fibrosis and oncogenesis. To do this, total RNA was prepared from liver homogenates of 9-month-old wild-type and *Chop*−/− mice, and gene expression was profiled by microarray. 

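The array data cover 24 samples in 6 groups of 9-month-old mice. Whole liver came from PBS-treated wild-type mice (n = 3) and *Chop*−/− mice (n = 3), and from wild-type (n = 6) and *Chop*−/− mice (n = 7) injected at day 15 with 25 mg/kg of the liver carcinogen DEN. Large tumors came from DEN-treated wild-type (n = 3) and *Chop*−/− mice (n = 2). RNA of each sample was hybridized to 1 Illumina MouseRef-8 v2.0 array, on which the signal of a probe is averaged over beads that carry it. Of 25697 probes, 12707 were detected (detection p under 0.01) on at least 2 arrays, the size of the smallest group, and these represent 8969 named genes. A gene with several detected probes (2220 genes) is represented by the brightest of them. Per array, 9186 to 10240 probes (median 10162) were detected in PBS-treated wild-type livers and 9441 to 10092 (median 9947) in PBS-treated *Chop*−/− livers. In DEN-treated livers the range was 9624 to 10537 (median 10129.5) for wild-type and 8953 to 11075 (median 10710) for *Chop*−/− mice. In tumors it was 10610 to 11123 (median 10734) for wild-type mice, and the *Chop*−/− tumors had 9728 and 11248. The deposited scanner signals had been exported from GenomeStudio 2011.1, and their columns share 1 distribution in which 26.9% of the values are negative, so background subtraction and quantile normalization are already in them. They were background corrected from their detection p-values, quantile normalized and put on a log2 scale with an offset of 16 (limma's neqc), which gave values from 4.18 to 15.18. All 24 arrays entered 1 limma model of the 6 groups, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The letters A, B and C in the array names part the arrays into 3 sets of 8, which is the number of arrays on a BeadChip. Each set holds 1 PBS-treated liver of each genotype, and tumors of both genotypes are present only in set B, 1 of each. A gene not detected on any array of 1 group is given as a bound on its fold difference, taken against the lowest detected value on those arrays. The number of arrays limits the precision of every value.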

A small group of genes (less than 2 percent of those represented on the array) were differentially expressed (>1.5-fold, p<0.05) in normal liver tissue from *Chop*−/− mice compared to wild-type animals (Figure 5A). 

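*Ddit3*, the gene that encodes CHOP, had a log2 value of 6.45 ± 0.05 (SD, n = 3) in PBS-treated wild-type livers and was not detected in any *Chop*−/− liver, where it was at least 2.04-fold lower (adjusted p = 3.68e-05 from limma). *Adgre1*, which encodes the macrophage surface protein F4/80, fell by 1.61 on the log2 scale in *Chop*−/− livers (standard error 0.29, adjusted p = 0.0495 from limma), from 8.39 ± 0.27 to 6.79 ± 0.29 (SD, n = 3 each). These were the 2 genes at an adjusted p under 0.05 among the 8969 tested, and no gene was higher in *Chop*−/− livers at that level. *Cd86*, a costimulatory receptor of antigen-presenting cells, had a log2 fold change of −1.03 (standard error 0.21, adjusted p = 0.0966). *Washc3*, a subunit of the WASH complex that acts on endosomes, had one of −1.08 (adjusted p = 0.0619), and *Calcoco1*, a transcriptional coactivator and autophagy receptor, one of 1.30 (adjusted p = 0.0883). *Washc3* lies on the chromosome of *Ddit3*, so an effect of the targeted locus on it is not excluded. Its other probes had log2 differences of −0.42 and −1.47. At more than 1.5-fold and an unadjusted p under 0.05, 262 genes were higher and 204 were lower in *Chop*−/− than in wild-type livers, which is 5.20% of the genes tested. At an unadjusted p under 0.05 alone there were 941 genes, where chance gives 448 on average. When the same livers were split otherwise into 3 and 3, up to 445 genes passed the fold and unadjusted thresholds. These counts therefore do not exclude chance. Each of the 3 wild-type livers had more *Ddit3* and *Adgre1* than each *Chop*−/− liver (exact permutation test, 2-sided, p = 0.1, the smallest p that 3 samples against 3 allow). Within array sets A, B and C the *Adgre1* difference was −1.76, −0.99 and −2.08. With the array set as a block its adjusted p was 0.0707, and over the 10 alternatives run for single genes it ranged from 0.0395 to 0.385 (without wild-type replicate C_17). *Ddit3* lost its call where no further background was corrected (adjusted p = 0.108 from limma). That setting also raises low and negative signals, already background subtracted, to a common floor before the log. The 2 changes cannot be told apart, so the loss does not show that the call needs background correction. In fits of the 2 groups alone no gene passed. The 466 genes at the fold and unadjusted thresholds became 107 with the authors' normalized values, 248 without wild-type replicate C_17 and 1047 without wild-type replicate A_01. The 2 genes at an adjusted p under 0.05 became 6, all lower in *Chop*−/− livers, without wild-type replicate B_09, and only *Ddit3* was left without wild-type replicate C_17 or *Chop*−/− replicates A_05, B_13 or C_21.

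**Figure D1:**
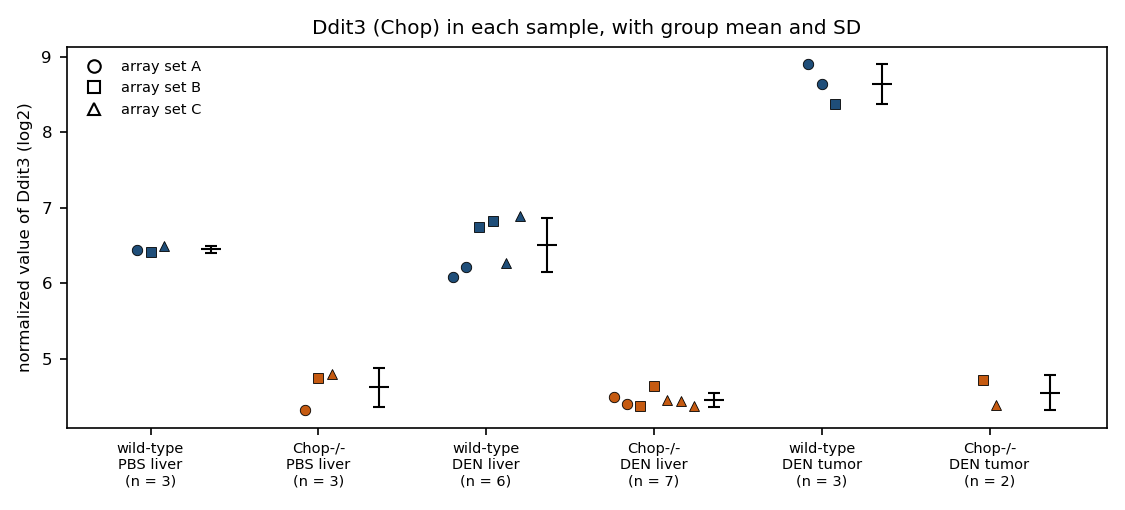
*Ddit3* on the arrays of the 6 groups. The y axis is the normalized log2 value of the *Ddit3* probe; each point is 1 sample (the marker gives its array set; blue, wild-type; orange, *Chop*−/−), and bars are the mean and SD of a group. Wild-type PBS-treated livers average 6.45, DEN-treated livers 6.51 and tumors 8.64, and the probe was not detected on any of the arrays from *Chop*−/− mice.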

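Markers of Kupffer cells, the resident macrophages of the liver, were lower as a group in *Chop*−/− livers. Of 21 measured markers, 20 had lower values in PBS-treated *Chop*−/− than in wild-type livers, with a median log2 fold change of −0.82. *Adgre1* passed the test over all genes, and 14 markers were lower and none was higher when adjusted over the list alone. Among them, *Vsig4*, a complement receptor of resident macrophages, had a log2 fold change of −1.27 (standard error 0.31, adjusted p = 0.231 over all genes). The shift of the list against all other genes had an adjusted p of 2.71e-16 from limma's camera, and an adjusted p of 0.0404 with an estimated correlation between its genes. Interferon-stimulated genes shifted in the same direction. Of 34 measured, 31 had lower values in *Chop*−/− livers, with a median of −0.38. None passed limma's test over all genes (12 lower and 1 higher at an unadjusted p under 0.05), and 5 were lower and 1 was higher when adjusted over the list alone. *Ifi47*, an interferon-induced GTPase, had a log2 fold change of −1.02 (standard error 0.24) and *Ifi27l2a*, another interferon-induced gene, one of −1.20 (standard error 0.32). The camera adjusted p of this list was 8.28e-08, but the adjusted p was 0.518 with an estimated correlation. Markers of liver endothelium had a median of −0.26 over 17 genes, or −0.22 with 1 gene at its bound (camera adjusted p = 0.0175, and adjusted p = 0.518 with an estimated correlation), with *Lyve1*, a hyaluronan receptor of sinusoidal endothelium, at −1.48 (standard error 0.45, adjusted p = 0.355). The median was 0.04 for hepatocyte markers, 0.015 for T and NK cell markers, −0.16 for cholangiocyte markers, −0.20 for neutrophil and monocyte markers and −0.28 for stellate cell markers (−0.10 and 0 for the last 2 with genes at their bound), and none of these lists passed the test. Cytosolic ribosomal protein genes (median −0.19 over 56 genes) and genes of gluconeogenesis and the urea cycle (median −0.40 over 15 genes, or −0.35 with 1 gene at its bound) were also called, with camera adjusted p-values of 3.84e-04 and 0.0305, and an adjusted p of 0.815 for both with an estimated correlation. Within array sets A, B and C the median of the macrophage markers was −0.64, −0.62 and −1.25, and that of the interferon-stimulated genes was −0.44, −0.21 and −0.85.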

Gene ontology (GO) pathway analysis of these genes revealed that this population was significantly enriched for mediators of innate immunity (Figure 5B and Table S1). 

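The 3 chains of complement C1q, which starts the classical complement pathway, had lower values in PBS-treated *Chop*−/− livers. The log2 fold change was −0.79 for *C1qa* (standard error 0.19), −1.06 for *C1qb* (standard error 0.27) and −1.03 for *C1qc* (standard error 0.23), with n = 3 in each group. *Cd163*, the haptoglobin-hemoglobin receptor of macrophages, went from 8.30 ± 0.36 (SD, n = 3) in wild-type to 7.19 ± 0.45 (SD, n = 3) in *Chop*−/− livers, and *Rsad2*, which encodes the antiviral protein viperin, from 7.84 ± 0.17 to 6.64 ± 0.009 (SD, n = 3 each). *Tlr2*, a receptor for bacterial lipoproteins, had a log2 fold change of −0.79 (standard error 0.26), and *Ly86*, a partner of the Toll-like receptor homolog CD180, had one of −0.94 (standard error 0.27). *Ifih1*, which encodes the RNA sensor MDA5, was not detected on any *Chop*−/− array and was at least 1.51-fold lower there. *Il1b*, which encodes interleukin-1β, was not detected on them either and was at least 1.74-fold lower. The adjusted p-values of these genes from limma lie between 0.208 for *C1qc* and 0.439 for *Rsad2*, so none passed over all genes. *Ptms*, which encodes parathymosin, had a log2 fold change of 0.84 (standard error 0.26, adjusted p = 0.39). Of the 19 immune genes the study draws as lower, 17 have a probe named here and 15 were tested. All 15 had lower values in *Chop*−/− livers, 12 of them at an unadjusted p under 0.05 and more than 1.5-fold, and 12 were lower when adjusted over the list alone. The first of these counts was 3 with the authors' values, and 5 in fits of the 2 groups to those values. The median of the 15 was −0.79 (camera adjusted p = 2.03e-15, and adjusted p = 0.00106 with an estimated correlation). It was −0.85, −0.75 and −1.098 within array sets A, B and C. The study chose these genes on these arrays, so the count is not independent evidence of their direction.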

The vast majority of these were expressed at lower levels in *Chop*−/− animals than in wild-type, and when only downregulated genes were considered in the pathway analysis, the significance of the immune and inflammatory GO pathway enrichments was strengthened (Figure 5B, C). Similar expression differences were seen in the livers of wild-type versus *Chop*−/− DEN-treated animals, although, because those samples included both nodular and non-tumorous tissue, gene expression was more variable in general (Figure S3). 

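In DEN-treated livers, *Ddit3* was again detected in all 6 wild-type and none of the 7 *Chop*−/− samples and was at least 2.39-fold lower in the latter (adjusted p = 2.06e-09 from limma). *Mars1*, which encodes methionyl-tRNA synthetase and is a target of the stress-induced factor ATF4, fell by 0.97 on the log2 scale in *Chop*−/− livers (standard error 0.13, adjusted p = 5.14e-04), from 10.03 ± 0.23 (SD, n = 6) to 9.06 ± 0.19 (SD, n = 7). *Mars1* lies on the chromosome of *Ddit3*, so an effect of the targeted locus on it is not excluded, and the 35 measured ATF4 targets had a median of 0.02. These 2 genes passed the test and no gene was higher. Of the macrophage markers, 18 of 21 had lower values in *Chop*−/− livers, with a median of −0.31. *Adgre1* had a log2 fold change of −0.69 (standard error 0.20) and was the 1 marker that was lower when adjusted over the list alone, while no marker passed over all genes (5 were lower at an unadjusted p under 0.05). The list had an adjusted p of 4.70e-10 from camera, and an adjusted p of 0.260 with an estimated correlation. The interferon-stimulated genes had a median of −0.22, with 30 of 34 below 0 and none past the test over all genes or adjusted over the list alone (3 were lower at an unadjusted p under 0.05). *Oasl2*, which encodes an antiviral oligoadenylate synthetase-like protein, had a log2 fold change of −0.54 (standard error 0.22). This list had an adjusted p of 4.30e-09 from camera, and an adjusted p of 0.373 with an estimated correlation. Pattern recognition receptors had a median of −0.14 over 14 genes, or −0.04 with 3 genes at their bound (camera adjusted p = 0.00640, and adjusted p = 0.479 with an estimated correlation). Within array sets A, B and C the median was −0.41, −0.54 and 0.02 for macrophage markers and 0.02, −0.34 and −0.36 for interferon-stimulated genes, so neither was lower in every set. The 15 immune genes of the PBS-treated livers again all had lower values, with a median of −0.24. Of the 9 lists called in DEN-treated livers, all lower, none was called with an estimated correlation, and the shifts outside the immune groups were small (median −0.05 for oxidative phosphorylation genes). The genotype difference in DEN-treated livers was also tested against that in PBS-treated livers, which no gene passed in limma (316 genes at an unadjusted p under 0.05). At more than 1.5-fold and an unadjusted p under 0.05, 7 genes were higher and 10 were lower in *Chop*−/− livers, and 151 genes had an unadjusted p under 0.05, where chance gives 448. Without *Chop*−/− replicate B_15 the 17 genes became 29. The SD between arrays had a median over genes of 0.244 in wild-type and 0.229 in *Chop*−/− DEN-treated livers, against 0.302 and 0.178 in PBS-treated livers.

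**Figure D2:**
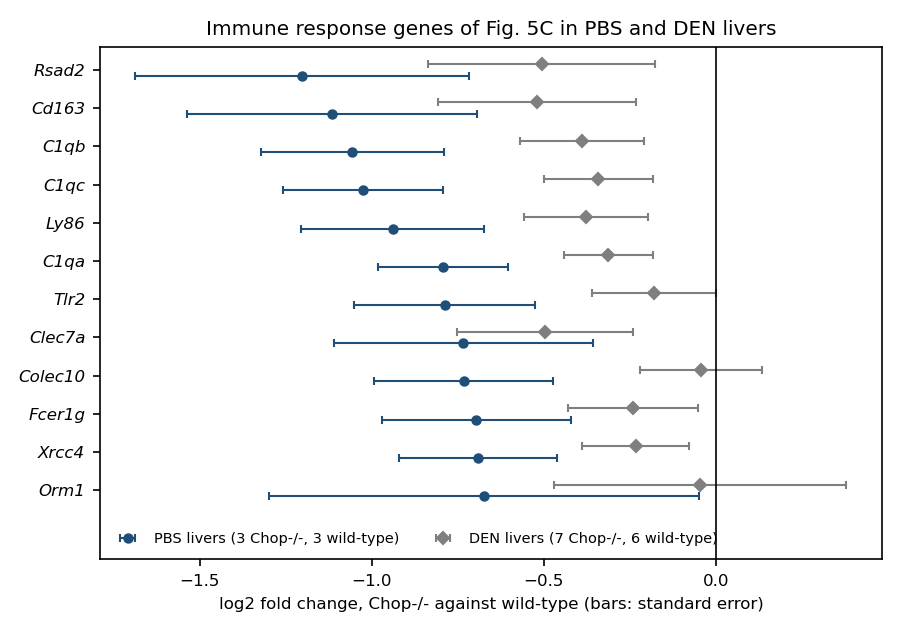
Genotype difference of 12 immune genes in PBS-treated and DEN-treated livers. The x axis is the log2 fold change of *Chop*−/− against wild-type livers; circles are PBS-treated livers (n = 3 each), diamonds are DEN-treated livers (n = 6 wild-type, n = 7 *Chop*−/−), and bars are standard errors from limma. *C1qc* lies at −1.03 in PBS-treated and at −0.34 in DEN-treated livers, and *Clec7a* at −0.74 and −0.50.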

The expression of several immune and inflammatory genes was confirmed by qRT-PCR (unpublished data). These results are consistent with the known role of inflammation in promoting fibrosis and HCC [43], in that the protected *Chop*−/− animals show evidence for suppressed pro-inflammatory gene expression even in the absence of an overt hepatotoxic challenge. These differences were not seen in young (∼8 week-old) mice, suggesting that they are more likely to reflect long-term indirect effects of CHOP function than to identify direct transcriptional targets of CHOP.

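The inflammatory signaling and matrix lists gave no call in PBS-treated livers. The paper scored its difference in fibrosis by collagen staining of DEN-treated livers, so the matrix genes of PBS-treated livers do not bear on it. Cytokines and NF-κB targets had a median log2 fold change of −0.15 in *Chop*−/− livers, or 0.04 with 3 of 16 genes at their bound and 6 undetected ones left out (camera adjusted p = 0.326). Acute-phase genes, which hepatocytes make in inflammation, had a median of −0.13 over 22 genes (adjusted p = 0.355), and collagen and extracellular matrix genes one of −0.11 over 26 genes (adjusted p = 0.457). No gene of these lists passed limma's test over all genes or adjusted over the list alone, and 3 cytokine and NF-κB genes were lower at an unadjusted p under 0.05. Genes of the liver's own complement proteins had a median of −0.04 over 16 genes (adjusted p = 0.416). The paper proposes that lower pro-inflammatory gene expression in *Chop*−/− mice that had met no hepatotoxin goes with the known part of inflammation in fibrosis and HCC.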

**Figure 5:**
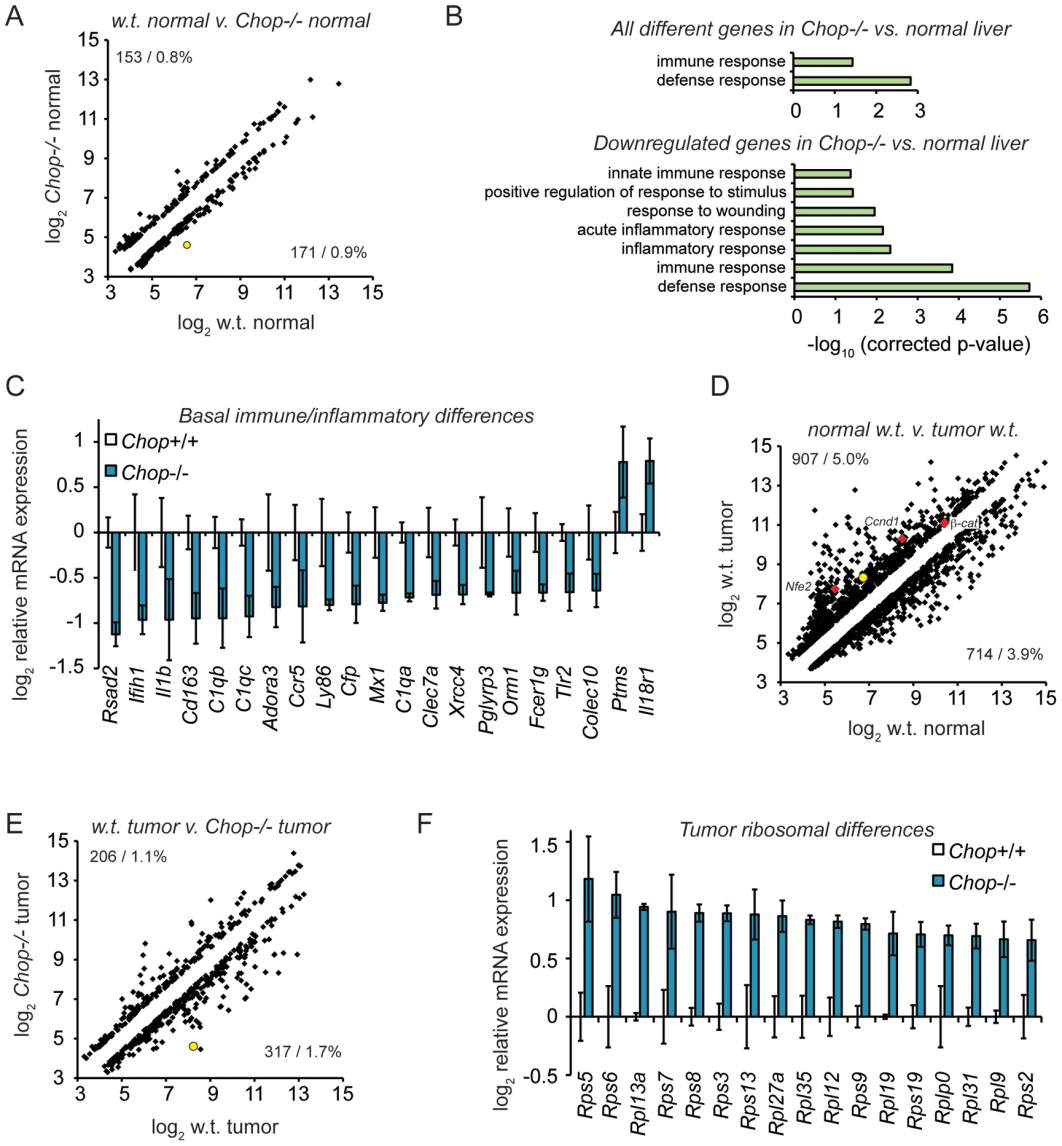
Microarray profiling reveals CHOP-dependent differences in inflammation and ribosomal biogenesis genes. (A) Basal expression differences in *Chop*−/− mice. 18,138 significantly expressed genes were analyzed using Illumina MouseRef-8 v2.0 BeadChips, with total RNA from 9 month old mouse liver homogenate as input. The number and percentage of genes upregulated (upper left) and downregulated (lower right) in wild-type versus *Chop*−/− tissue is shown, showing only genes differing by 1.5-fold or more, p<0.05. Expression is given on a log_2_ scale. In (A), (D), and (E), the position of *Chop* is shown as a yellow-filled circle. (B–C) Suppressed basal expression of genes involved in immune and inflammatory pathways in *Chop*−/− mice. (B, top) GO pathways enriched among all regulated genes in PBS-treated wild-type versus *Chop*−/− animals were determined using DAVID, with all pathways that were significantly enriched after Bonferroni correction shown. (B, bottom) Same as (top), but considering only genes downregulated in *Chop*−/− animals. (C) Average array-determined expression of genotype-dependent immune- and inflammation-related genes from PBS-treated animals is shown on a log_2_ scale +/− S.D.M. All genes shown are differentially expressed >1.5-fold (i.e., >0.585 on the y-axis), p<0.05. (D) DEN treatment alters gene expression in wild-type mice. Scatter plot of all genes differentially expressed (>1.5-fold; p<0.05) in tumors from 9 month-old DEN-treated wild-type animals versus normal liver tissue in age-matched PBS-treated wild-type animals. The positions of *Nfe2*, *Cyclin D1* (*Ccnd1*), and *β-catenin* are indicated by red diamonds. (E–F) Uniform upregulation of genes involved in ribosome biogenesis in tumors from *Chop*−/− mice. (E) Scatter plot of gene expression from tumor tissue of DEN-treated wild-type animals compared to *Chop*−/− animals is presented, showing all genes differing by >1.5-fold, p<0.05. (F) Average expression of all ribosomal subunit genes that were significantly different (p<0.05, fold-change >1.5) in *Chop*−/− versus wild-type large tumors is shown on a log_2_ scale +/− S.D.M. as in (C).

We next compared gene expression in tumors derived from DEN-treated wild-type or *Chop*−/− mice, to determine whether CHOP influences not only the likelihood of tumor formation, but also gene expression in tumors once formed. As expected, tumors in DEN-treated wild-type mice showed many alterations to gene expression compared to vehicle-treated animals (>1.5-fold, p<0.05). These alterations included genes previously implicated in HCC that were upregulated in tumors including *Cyclin D1*, *β-catenin*, and *Nfe2* (Figure 5D).

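Tumors of DEN-treated wild-type mice differed from PBS-treated wild-type livers in 1727 of the 8969 genes, of which 972 rose and 755 fell at an adjusted p under 0.05 from limma. Fetal liver and liver tumor genes rose most as a group. Of 9 measured, 7 rose and none fell, with a median log2 fold change of 4.57. *Akr1c18*, a steroid reductase, was not detected in PBS-treated livers and was at least 88-fold higher in tumors (adjusted p = 9.66e-06). *Tff3*, a secreted trefoil factor, rose by 6.47 (standard error 0.81, adjusted p = 1.43e-05), *Spink1*, a trypsin inhibitor, by 5.99, and *Golm1*, a Golgi membrane protein, by 4.00. Cell cycle genes rose too, 18 of 26 with none lower (20 higher and 1 lower when adjusted over the list alone). Their median was 1.37, or 0.94 with 10 genes at their bound. *Cdc20*, an activator of the anaphase-promoting complex, had a log2 fold change of 2.89 (standard error 0.32) and *Birc5*, which encodes survivin, one of 2.10. Targets of ATF4 in the integrated stress response, the pathway that induces CHOP, rose in 14 of 35 cases and 1 fell (median 0.48, mean 0.97), among them *Nupr1* by 4.26 and *Psat1*, an enzyme of serine synthesis, by 4.70. Several metabolic functions of hepatocytes fell, while hepatocyte markers had a median of 0.03 over 17 genes. Of 18 Wnt targets and perivenous genes, 14 fell and none rose (median −1.63). *Prodh*, the first enzyme of proline breakdown, fell by 3.38, and *Cyp2e1*, an enzyme of ethanol and drug metabolism, fell by 1.77. Of 24 cytochrome P450 genes of drug metabolism 13 fell and 3 rose (median −1.23), of 17 bile acid genes 10 fell (median −1.09), of 15 genes of gluconeogenesis and the urea cycle 9 fell (median −1.11), and of 67 genes of oxidative phosphorylation 24 fell and 1 rose (median −0.42). Of 12 male-biased liver genes 9 fell (median −1.81), while the female-biased *Cyp2b9* rose by 5.40. Interferon-stimulated genes rose in 11 of 34 cases (median 0.78), and cytokines and NF-κB targets in 8 of 16 (median 0.75), among them *Icam1*, a leukocyte adhesion molecule, by 1.91. Collagen and matrix genes rose in 8 of 26 cases (median 0.48, or 0.15 with 9 genes at their bound), among them *Col4a1*, a basement membrane collagen, by 2.12. In all, 21 of 42 textbook lists were called by camera, 13 higher and 8 lower, with adjusted p-values of 2.06e-12 for cell cycle genes, 4.59e-10 for perivenous genes and 4.27e-07 for fetal genes. None of the 21 calls holds with an estimated correlation (adjusted p = 0.051 for cell cycle and perivenous genes and 0.0969 for fetal genes). By array set (A and B) the median was 1.07 and 1.70 for cell cycle genes, −1.23 and −2.57 for perivenous genes and 3.57 and 6.17 for fetal genes. At more than 1.5-fold and an unadjusted p under 0.05, 1107 genes were higher and 868 were lower, and the 1727 genes became 718 when only the arrays of both groups were fitted.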

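*Ccnd1*, which encodes cyclin D1, rose from 9.15 ± 0.09 (SD, n = 3) in PBS-treated livers to 11.10 ± 0.14 (SD, n = 3) in wild-type tumors, a log2 fold change of 1.94 (standard error 0.28, adjusted p = 4.29e-05 from limma). *Ctnnb1*, which encodes β-catenin, had a log2 fold change of 0.76 (standard error 0.17, adjusted p = 0.00336), from 11.30 ± 0.29 to 12.06 ± 0.13 (SD, n = 3 each). *Nfe2*, a transcription factor known from the erythroid lineage, had one of 2.62 (standard error 0.53, adjusted p = 0.00106) and was detected in 1 of 3 livers and in all 3 tumors. *Ddit3* itself rose by 2.19 (standard error 0.20, adjusted p = 6.75e-07), from the level in PBS-treated livers to 8.64 ± 0.26 (SD, n = 3). All 4 genes passed the test under each of the 10 alternatives run for single genes. For each of them every tumor had a higher value than every liver (exact permutation test, 2-sided, p = 0.1, the smallest that 3 against 3 allow). Inside sets A and B the difference was 1.97 and 1.94 for *Ccnd1*, 0.83 and 0.52 for *Ctnnb1*, 2.57 and 1.94 for *Nfe2* and 2.33 and 1.96 for *Ddit3*. With the array set as a block, the stress response genes *Wars*, *Hspa5* (BiP), *Edem1* and *Dnajc3* did not pass (adjusted p = 0.123, 0.234, 0.375 and 0.653 from limma). Their log2 fold changes in that fit were 0.46, 0.69, −0.54 and 0.155. The paper found *Wars* mRNA higher in wild-type tumors by qRT-PCR, a different measure.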

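Large *Chop*−/− tumors expressed much less of the cytochrome P450 and bile acid enzymes than wild-type tumors. *Cyp2e1* fell by 4.13 on the log2 scale (standard error 0.26, adjusted p = 2.79e-10 from limma), from 13.11 ± 0.59 (SD, n = 3) to 8.98 ± 0.75 (SD, n = 2). The model takes this standard error from the spread of all 6 groups, most of them livers. The tumors' own SDs of *Cyp2e1* are larger than that pooled spread, so its p-value may be too small. *Cyp7a1*, the rate-limiting enzyme of bile acid synthesis, fell by 3.56 (standard error 0.44, adjusted p = 2.37e-05) and *Cyp8b1*, which is needed to make cholic acid, fell by 3.94. *Pon1*, a serum esterase made by the liver, fell by 4.37, and the drug-metabolizing *Cyp2c37* fell by 4.19. Among the genes that rose were *Gpnmb*, a glycoprotein of macrophages and tumor cells, by 3.48 (standard error 0.74, adjusted p = 0.00477), *Hilpda*, a hypoxia-inducible lipid droplet protein, by 3.25, *Angpt2*, an angiogenic factor, by 2.72, and *Pkm* and *Pfkp*, enzymes of glycolysis, by 2.61 and 2.88. *Ddit3* was not detected in either *Chop*−/− tumor and was at least 10.6-fold lower there (adjusted p = 3.56e-11), and *Herpud1*, an ER-associated degradation gene, fell by 1.02 (standard error 0.23, adjusted p = 0.00672). In all, 397 genes were higher and 549 were lower in *Chop*−/− tumors at an adjusted p under 0.05. At more than 1.5-fold and an unadjusted p under 0.05 these counts were 796 and 1030, which is 20.4% of the genes tested. Tumors of both genotypes can be compared in array set B alone, which holds 1 of each, so its values compare 2 single tumors. Its wild-type tumor had the lowest mean of cytochrome P450 genes among wild-type tumors (−0.956, relative to all 24 arrays). The choice of tumor and the array set cannot be told apart there. *Cyp2e1* had a difference of −2.93 and *Cyp7a1* one of −2.29 in set B. *Gpnmb*, *Hilpda*, *Angpt2*, *Pkm* and *Pfkp* had differences of 1.10, 0.96, 0.73, 0.56 and 0.05. The 946 genes became 525 with the array set as a block and 1 when only the 5 tumors were fitted, and they became 123 without *Chop*−/− replicate C_24 and 2039 without *Chop*−/− replicate B_16, each of which leaves 1 tumor that is assumed to vary like the other groups. Without wild-type replicate A_04 they became 548 and without wild-type replicate A_08 they became 438. The 1826 genes at the fold and unadjusted thresholds became 1073 without *Chop*−/− replicate C_24 and 2813 without *Chop*−/− replicate B_16. Without replicate C_24, *Gpnmb*, *Angpt2*, *Pkm*, *Pfkp* and *Herpud1* did not pass the test (adjusted p = 0.30, 0.239, 0.237, 0.4658 and 0.234).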

Approximately 3 percent of genes were differentially expressed in *Chop*−/− tumors compared to normal tumors (>1.5-fold, p<0.05) (Figure 5E). 

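Of 42 textbook gene lists, 15 were called between *Chop*−/− and wild-type tumors by limma's camera, 8 of them higher and 7 lower in *Chop*−/− tumors. Cytochrome P450 genes of drug metabolism fell in 13 of 24 cases and none rose (16 lower and 1 higher when adjusted over the list alone), with a median log2 fold change of −1.99, or −2.60 with 3 genes at their bound and 3 undetected ones left out. Perivenous genes and Wnt targets fell in 10 of 18 cases (median −1.16, or −1.11 with 7 genes at their bound), among them *Cyp1a2*, a perivenous drug-metabolizing enzyme, which fell by 3.52 (standard error 0.54). Bile acid genes fell in 9 of 17 cases (median −1.12, or −1.23 with 2 genes at their bound), among them *Cyp27a1*, a sterol hydroxylase, which fell by 1.42. The adjusted p of these 3 lists was 2.72e-12, 3.54e-11 and 3.31e-09, and their adjusted p was 0.0386, 0.0446 and 0.0386 with an estimated correlation. They are the calls that hold with it. Within array set B their medians were −0.88, −0.62 and −0.22. Liver complement genes fell in 7 of 16 cases (median −0.63, adjusted p = 2.33e-05, and adjusted p = 0.146 with an estimated correlation), among them *C6* and *Masp1* of the complement cascade at −3.02 and −2.31. Male-biased liver genes fell in 6 of 12 cases (median −1.39, or −1.34 with 1 gene at its bound, and adjusted p = 0.169 with an estimated correlation). Fatty acid oxidation genes and cholesterol synthesis genes had medians of −0.49 and −0.68, and for both the adjusted p was 0.6 with an estimated correlation. Without *Chop*−/− replicate C_24 the medians were 0.07 and −0.11 and neither list was called (camera adjusted p = 0.595 and 0.426). Red blood cell genes rose in 3 of 4 cases (median 1.78, and adjusted p = 0.146 with an estimated correlation), among them *Hba-a1*, a hemoglobin chain, by 1.78. Neutrophil and monocyte markers rose in 2 of 7 cases (median 0.80, and adjusted p = 0.169 with an estimated correlation), with the alarmins *S100a8* at 2.298 and *S100a9* at 2.27. Without replicate C_24 the median of these markers was 0.26 and the list was not called (camera adjusted p = 0.383). Collagen and matrix genes rose in 5 of 26 cases (median 0.64, and adjusted p = 0.583 with an estimated correlation), among them *Sparc*, a matrix glycoprotein, by 1.37 and *Col1a2*, a chain of collagen I, by 1.13. Their median was −0.30 within array set B, and −0.11 without *Chop*−/− replicate C_24. Immediate-early genes (median 0.71), fetal liver and liver tumor genes (median 1.08, or 0.87 with 1 gene at its bound) and oxidative phosphorylation genes (median 0.12) were also called higher, with adjusted p-values of 0.204, 0.6 and 0.583 with an estimated correlation. Markers of macrophages (median −0.295, or −0.13 with 4 genes at their bound), endothelium (−0.275), stellate cells (−0.258) and hepatocytes (−0.03) were not called.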

Pathway analysis of CHOP-dependent differences in gene expression within tumors did not reveal significant enrichment of any pathway. However, when only genes that were *upregulated* in *Chop*−/− tumors were subjected to pathway analysis, the protein translation pathway (and only this pathway) was enriched to an extent that was highly significant (p∼2.6×10^−6^ after Bonferroni correction). Indeed, every gene without exception encoding a ribosomal protein that differed significantly with respect to tumor expression was expressed at higher levels in *Chop*−/− tumors than in wild-type tumors (Figure 5F). These results suggest that CHOP influences ribosomal biogenesis in tumors, although the effect is likely indirect, because none of these genes contains a consensus CHOP-binding site or is influenced by transient CHOP overexpression [44]. 

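Of 56 measured genes of cytosolic ribosomal proteins, all had higher values in *Chop*−/− than in wild-type tumors, 25 rose at an adjusted p under 0.05 from limma and none fell. When adjusted over the list alone 37 were higher and none was lower, and 28 were higher at more than 1.5-fold and an unadjusted p under 0.05. *Rps6*, a protein of the small subunit that is phosphorylated downstream of mTOR, rose by 1.27 (standard error 0.29, adjusted p = 0.00719), from 11.70 ± 0.38 (SD, n = 3) to 12.97 ± 0.38 (SD, n = 2). *Rpl13a*, a protein of the large subunit, rose by 1.17 (standard error 0.24, adjusted p = 0.00395), from 9.75 ± 0.11 to 10.92 ± 0.13. *Rpl27a* had a log2 fold change of 1.03 (standard error 0.20, adjusted p = 0.00278) and *Rps19*, in which mutations cause Diamond-Blackfan anemia, one of 0.82 (standard error 0.17, adjusted p = 0.00359). *Rps9* did not pass, at 0.42 for its brightest probe (standard error 0.20, adjusted p = 0.185), but its probes differ, and their mean gave 0.71. Every *Chop*−/− tumor had a higher value than every wild-type tumor for *Rps6*, *Rpl13a*, *Rpl27a* and *Rps19* (exact permutation test, 2-sided, p = 0.1, the smallest that 3 tumors against 2 allow). The median of the list was 0.59, and its adjusted p from camera was 2.59e-19, or an adjusted p of 0.0725 with an estimated correlation. It was 0.48 within array set B, 0.55 with the array set as a block, 0.51 without *Chop*−/− replicate C_24 and 0.69 without *Chop*−/− replicate B_16. Of the 17 ribosomal protein genes the study draws, 15 were tested and 14 rose. All 15 were higher when adjusted over the list alone, but the study chose them on these tumors, so this is not independent evidence. Of the 4 named above that rose, only *Rpl27a* passed under each of the 9 alternatives run for single genes, none of which fits the 5 tumors alone (where no gene was higher at an adjusted p under 0.05), and without replicate C_24 the adjusted p was 0.192 for *Rps6*, 0.0871 for *Rpl13a* and 0.118 for *Rps19*. Over the same tumors the mean of cytochrome P450 genes, relative to all 24 arrays, lay between −0.31 and −0.96 in wild-type and at −1.88 and −2.99 in *Chop*−/− tumors.

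**Figure D3:**
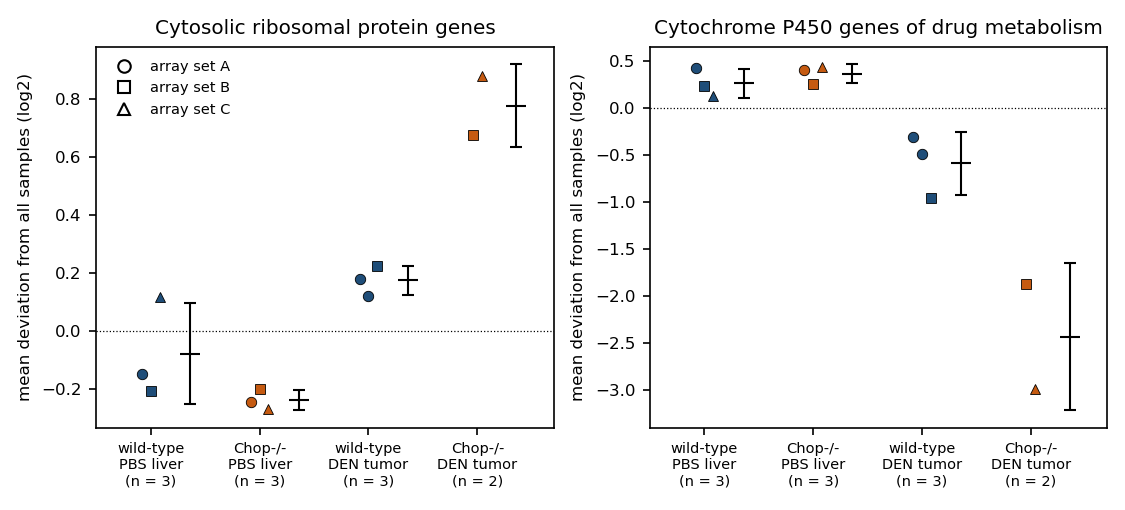
Ribosomal protein and cytochrome P450 genes in PBS-treated livers and tumors. The y axis is the mean over the genes of a group of the log2 value relative to the mean of all 24 arrays; each point is 1 sample, and bars are the mean and SD of a group of samples. For ribosomal protein genes the *Chop*−/− tumors lie at 0.68 and 0.88 and the wild-type tumors between 0.12 and 0.22.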

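Other gene lists of the translation apparatus had smaller medians than the ribosomal protein genes in *Chop*−/− tumors. Translation factor genes rose in 6 of 28 cases and none fell (9 higher when adjusted over the list alone), with a median log2 fold change of 0.29 (camera adjusted p = 3.69e-05, and adjusted p = 0.0515 with an estimated correlation). *Tpt1*, which encodes a translationally controlled tumor protein, rose by 1.57 (standard error 0.25), *Eif6*, a factor of the large ribosomal subunit, by 0.86, and *Eef1b2*, an elongation factor subunit, by 0.99. Within array set B the median was 0.25. Genes of ribosome biogenesis, which process rRNA and assemble subunits in the nucleolus, had a median of −0.001 over 28 genes, 2 of which fell and none of which rose (camera adjusted p = 0.918). Mitochondrial ribosomal protein genes had a median of 0.17 over 70 genes and 2 rose (camera adjusted p = 0.0582). From the higher expression of the ribosomal protein genes in these tumors, the paper proposes that CHOP affects ribosome biogenesis there. Since none of the genes has a consensus binding site for CHOP or responds to its transient overexpression, it reasons that the effect is likely indirect.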

Whether these alterations result in enhanced ribosomal biogenesis and protein synthesis in *Chop*−/− tumors has yet to be determined.

### CHOP Expression Is Associated with Human HCC

To determine the relevance of our findings to human disease, we asked whether CHOP expression was associated with human HCC. We examined archival HCC tumor tissue as well as unaffected liver regions from HCC patients (“uninvolved”) (Figure 6A) and non-HCC liver specimens. We first confirmed that our antibody detected human CHOP specifically (Figure S4). Using this antibody on human liver tissue we found extensive CHOP staining in almost all HCC samples (26/28; Figures 6B, 6C and Table S2). In contrast, unaffected liver tissue from HCC patients showed significantly less CHOP staining, and non-HCC liver samples showed less still (Figure 6B, 6C). The degree of CHOP staining did not correlate with any clinical measure of HCC, including patient gender, age, Hepatitis B, C or CMV status, cirrhosis, or tumor grade; rather, CHOP was a nearly uniform biomarker for HCC (Table S2). Dual staining for cell-type specific markers revealed that CHOP was expressed in hepatocytes, but not macrophages, bile ducts, or activated stellate cells within the liver (Figure 6D). These data indicate that CHOP expression broadly characterizes HCC tumors, and suggest that the impacts of CHOP on inflammatory gene expression and fibrosis are relevant to human HCC.

**Figure 6:**
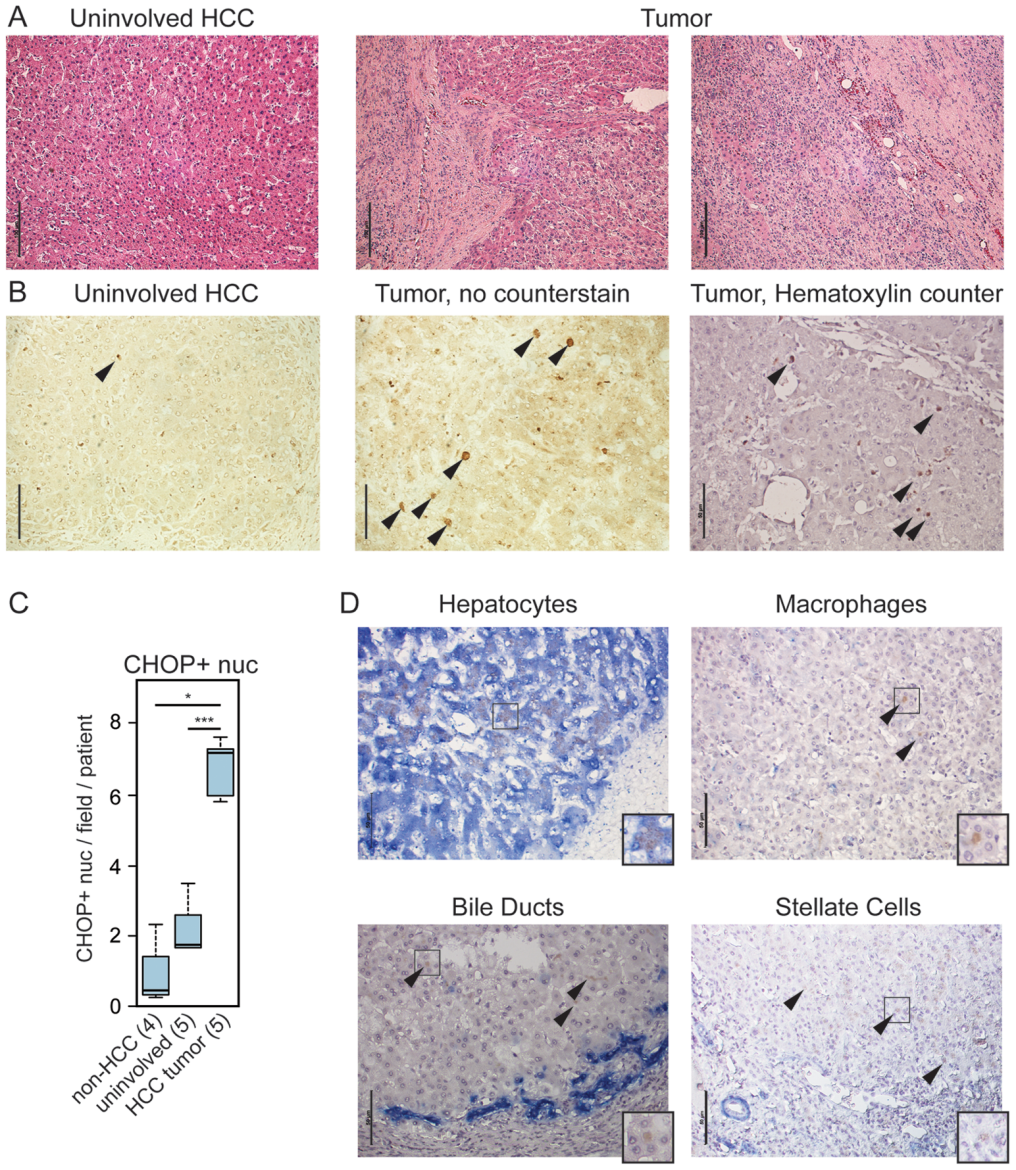
CHOP is expressed in human HCC tumors. (A) Histology of tumor-proximal liver (uninvolved HCC) and tumor (two regions) tissue from the same patient. H&E images are representative of 28 tumor samples and 5 uninvolved matched controls. For (A) only, scale bar = 100 µm (B–C) CHOP immunostaining is associated with human HCC but not uninvolved regions. (B) Samples from uninvolved tumor-proximal tissue and HCC tumors were probed for CHOP expression by immunohistochemistry. CHOP-positive nuclei are indicated by arrowheads. Cellular and nuclear architecture in some HCC samples was distorted as seen in the non-counterstained image, accounting for the large nuclei. Scale bar = 50 µm. (C) The average number of CHOP-positive nuclei per microscopic field per patient was quantitated blindly from 5 HCC tumors and their uninvolved matched controls, as well as from 4 non-HCC specimens, and these were aggregated by Boxplot. P-values were calculated by Asymptotic Wilcoxon Rank Sum Test. (D) HCC-associated CHOP is expressed in hepatocytes. Expression of CHOP (brown) and cell type-specific markers (blue) for hepatocytes (cytokeratin-18), macrophages (CD68), bile ducts (cytokeratin-7), or activated stellate cells (smooth muscle actin) is shown by immunohistochemistry, with a hematoxylin counterstain applied. Representative data are shown. Note that only hepatocytes show CHOP-positive nuclei; arrowheads are used to show CHOP-positive cells in other samples. Scale bar = 50 µm. Insets show 25 µm×25 µm regions with distinct CHOP-positive nuclei.

## Discussion

This is the first report to our knowledge that links CHOP to hepatocellular oncogenesis. Our data lead us to propose a working model for the role of CHOP in HCC (Figure 7): Hepatocyte injury, be it in the form of lipotoxicity associated with obesity, the toxicity of ethanol metabolism, viral hepatitis, or genotoxic challenge, leads to activation of the ISR and production of CHOP either directly or after the initial formation of preneoplastic lesions such as the foci of cellular alteration that constitute some of the nodules produced by DEN. CHOP is strongly functionally associated with cell death in multiple contexts [17]. Consistent with that function, there is less cell death in the nodules of DEN challenged *Chop*−/− mice than wild-type animals (Figure 3). CHOP might promote cell death by enhancing production of reactive oxygen species [8], although we as yet have found no evidence for altered ROS production in *Chop*−/− mice. Alternatively, CHOP-dependent cell death might also be provoked directly as a consequence of regulation of BCL-dependent pathways [45], [46], [47]. The mechanism by which CHOP promotes hepatocyte cell death will be the subject of future investigation.

**Figure 7:**
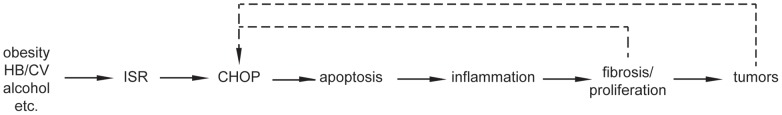
Model for the role of CHOP in HCC. The simplest interpretation of the data presented is a linear pathway whereby CHOP promotes apoptosis, which in turn activates inflammatory signaling, leading to fibrosis, compensatory proliferation, and ultimately tumorigenesis. Fibrosis and cellular transformation might in turn exacerbate cellular stress and CHOP expression, amplifying the tumor-promoting function of CHOP.

We propose that initiation of cell death by CHOP provokes an inflammatory response, accounting for why *Chop*−/− mice show lower basal levels of inflammatory gene expression (Figure 5). Although classically thought to be “silent,” more recently apoptosis has been shown to stimulate inflammation through several mechanisms including failure to clear apoptotic bodies, activation of pro-inflammatory signals in Kupffer cells that engulf apoptotic bodies, and secretion of pro-inflammatory cytokines by the apoptotic cells themselves [48]. We propose that inflammation stimulates hepatic stellate cell activation and fibrotic deposition, which would account for attenuated fibrosis in DEN-challenged *Chop*−/− animals (Figure 4). Inflammation also promotes compensatory hepatocyte proliferation through the effects of mitogenic cytokines [38], the diffusible nature of which would explain why *Chop*−/− animals show fewer Ki-67- and PCNA-positive cells than wild-type animals, and why these cells, unlike caspase-3-positive cells, are more-or-less uniformly distributed throughout the liver (Figure 3). The enhanced fibrosis and proliferation are then more likely to stimulate tumor formation. It is also possible that inflammation and fibrosis might further stimulate CHOP production, amplifying the effects of CHOP on tumorigenesis.

This work establishes a functional role for CHOP in hepatic oncogenesis. While previous microarray-based approaches have not suggested *Chop* as a gene of interest ([49] and references therein), our starting focus on UPR- and ISR-regulated genes allowed us to identify and subsequently experimentally validate a potential role for CHOP and provide a plausible pathway by which this role might be realized. The next step will be to test the key causal relationships with higher temporal resolution. Our data in *Chop*−/− mice allow us to place CHOP upstream of both fibrosis and tumorigenesis, since these animals are partially protected from both. Thus, we favor a model whereby the progression from CHOP expression to liver tumors occurs in a stepwise fashion, because this view is consistent with the prevalent notions of the etiology of HCC. Yet the observation that tumors in wild-type versus *Chop*−/− animals can be distinguished on at least one basis—the expression of ribosomal genes—and that CHOP expression seems most predominantly associated with nodules and tumors rather than surrounding non-transformed tissue in both mice and humans suggests that CHOP exerts an ongoing influence on tumor biochemistry. The fact that numerous genes encoding ribosomal subunits are upregulated in tumors from *Chop*−/− mice would suggest that CHOP ultimately inhibits protein synthesis. However, during the canonical ER stress response, CHOP is known to promote protein synthesis through upregulation of the regulatory GADD34 subunit of the PP1 phosphatase that dephosphorylates eIF2α [26]. Thus, it will be necessary to determine whether protein synthesis is actually altered in tumors from *Chop*−/− mice, and whether such alteration contributes to the apparent retardation of tumor growth seen in these animals.

Our findings do not exclude the possibility that CHOP only assumes an aggravating role in fibrosis and tumorigenesis after the process has already begun. Or, alterntively, CHOP might promote the steps of inflammation, fibrosis, and tumorigenesis independently of each other. Further experiments will be needed to determine when CHOP is expressed during the tumorigenic process, and more particularly, whether its expression precedes the formation of neoplastic lesions and fibrotic deposition, and whether it is expressed in less- or more-advanced tumors. These—along with an inducible expression system for CHOP in the liver, which has not to our knowledge been reported—would enable us to determine whether CHOP facilitates fibrosis and initial tumor formation, or instead promotes further tumorigenesis once tumors have already formed; either possibility would be consistent with the data presented here.

It is not currently clear whether the CHOP-independent ISR pathways activated during transformation also promote tumor growth or act against it, nor is the identity of the ISR kinase activated during the process. The balance of data suggest that ISR activation is generally anti-tumorigenic [50], yet ISR activation can clearly promote tumor growth in at least certain instances [15], [51], [52]. Liver-specific manipulation of the eIF2α kinases (PERK, PKR, HRI, and GCN2) will allow their roles to be tested. Also of potential use in this respect is a recently described inhibitor of PERK [53], [54], which, by blunting CHOP upregulation, might either protect against or reverse HCC in mouse models. The approximately 1000-fold selectivity of this molecule for PERK over other eIF2α kinases [53] will also enable determination of whether PERK is required for CHOP upregulation in these models.

Another question to be addressed in future work is the cell autonomy of CHOP's pro-oncogenic effects. CHOP expression is associated with hepatocytes rather than macrophages, bile ducts, or stellate cells in human HCC (Figure 6), and appears to be so in mouse tumors as well (unpublished data). However, the immune and inflammatory genes that are differentially expressed in *Chop*−/− livers (Figure 5) are largely expressed in immune cells rather than hepatocytes. It thus seems most likely that CHOP acts cell-non-autonomously by promoting inflammation and compensatory proliferation. Or, CHOP dependence might arise entirely from CHOP function in a non-hepatocyte cell type (such as Kupffer cells), with tumor-associated CHOP expression being merely coincidental. Alternatively, the fact that TLS-CHOP and EWS-CHOP fusions show direct transformation potential leaves open the possibility that CHOP is directly transforming in hepatocytes as well. The transforming activity of fused CHOP in myxoid liposarcoma has been attributed to its ability to interfere with the activity of other transcription factors of the C/EBP family, thereby interfering with the adipogenic differentiation program, including expression of the inducing factor PPARγ2 [55]–[57]. Given the association of dysregulated lipid metabolism with HCC—particularly via the activity of PPAR family members [58]–CHOP could promote HCC through altered lipid metabolism in parallel to an inflammatory mechanism, or such alterations could be the upstream stimulus that induces inflammation. Consistent with this idea, we recently demonstrated that CHOP alters expression of lipid metabolic genes including *Ppara* through interactions with C/EBP family members [59]. Or, CHOP might act cell-autonomously to de-differentiate cells and thereby loosen the constraints on their proliferative capacity. Ultimately, tissue-specific manipulation of CHOP expression will be required to discriminate among these hypotheses. CHOP expression is correlated with poor prognosis in both colorectal cancer and mesothelioma [60], [61] and elevated CHOP expression was seen in the central hypoxic regions of human cervical tumors [51]. Thus, understanding the mechanisms, both direct and indirect, by which CHOP promotes oncogenesis will likely have implications for other cancers beyond HCC.

Our results have revealed in CHOP an unexpected molecular link between hepatocarcinogenesis and the stimuli that predispose to it. Understanding how CHOP is induced by these stimuli and how it ultimately promotes tumorigenesis will suggest additional points for potential therapeutic intervention, which are sorely needed for HCC.

Note added in proof: It has come to our attention that, consistent with the results shown here, another group has found that *Chop*−/− mice are resistant to chemical hepatocarcinogenesis [62].

## Materials and Methods

### Ethics Statement

All protocols for animal use were reviewed and approved by the University Committee on Use and Care of Animals at the University of Iowa, including provisions for minimizing animal distress and maximizing animal well-being that conform to NIH guidelines. Animals were fed standard rodent chow and housed in a controlled environment with 12 hr light and dark cycles. Human tissue and associated clinical information were obtained from de-identified samples, kept by the University of Iowa Department of Pathology. Analysis was IRB-exempt.

### Animal Experiments

*Chop*−/− mice have been backcrossed in-house for >10 generations into the C57Bl/6J line. Generation of HCCs from T2/Onc3-expressing mice has been described [24].

For DEN treatment, 15 d.o. C57Bl/6J and *Chop*−/− male mice were injected once intraperitoneally (i.p.) with 25 mg/kg DEN (Sigma) or PBS. The mice were sacrificed at 9 months of age. Externally visible nodules and large tumors were counted blinded to genotype. Portions of the liver and of large tumors were either fixed in 10% formalin or snap frozen. Nodule sectional surface area was quantitated in Image J.

For CCl_4_ treatment, 8 week-old male wild-type or T2/Onc3-expressing mice were given i.p. injections of 10% CCl_4_ in mineral oil. Mice were injected with 2.5 µl/g b.w. twice a week for a total of twelve weeks.

### Histology

IHC was performed with the GADD153/CHOP (Santa Cruz, sc-7351); BiP (BD Biosciences, 610978); Ki-67 (Epitomics, 4203-1) or PCNA (Dako, M0879) antibodies, using the M.O.M. kit for detection (Vector Labs). Double staining was performed using antibodies against cytokeratin 7 (Epitomics, 2303-1), cytokeratin 18 (Epitomics, 3258-1), CD68 (Epitomics, 2135-1), or SMA (Abcam, ab5694) in conjunction with the GADD153 antibody using the Tandem Dual Staining kit (Epitomics). Cleaved Caspase-3 immunostaining was performed using the SignalStain Cleaved Caspase-3 (Asp175) IHC Detection Kit (Cell Signaling). Sections were visualized using a Nikon light microscope with a 10× or 20× objective.

All histological scoring was performed blinded to genotype. The level of fibrosis was scored using the METAVIR scoring system. For each sample, six pictures at different locations within the sample were taken and individually scored. The six scores were averaged to generate final scores for the individual samples, and were analyzed for significance by a Wilcoxon rank sum test. Ki-67 staining was scored as follows: A score of 0 indicated between 0 to 10 Ki-67-positive nuclei stained per field of view; 1, 11 to 40; 2, 41 to 100; and 3, over 100. PCNA scoring was similar: 0: 0–5 PCNA-positive nuclei per field; 1: 6–20; 2: 21–50; and 3: 51+. Both Ki-67 and PCNA scoring were grouped and statistically analyzed as for fibrotic scoring.

### Molecular Analysis

Transcriptome sequencing was performed as described, and the raw data provided as supplemental material therein [25]. Primer sequences for qRT-PCR analysis, performed as described [63], are listed in Table S3. We normalized qRT-PCR expression against two housekeeping genes rather than one to help ensure that changes in expression depended upon the mRNAs being analyzed rather than the housekeeping genes; for similar reasons we used *Btf3* and *Ppia* as normalizers because we have found their expression to be more uniform and more linear across a wider dynamic range than more commonly used normalizers such as *18s* rRNA, *actin*, or *Gapdh* (unpublished observations). Microarrays were performed by the University of Iowa DNA Core, starting from 100 ng of total RNA from livers of 9-month-old PBS-treated wild-type (n = 3) or *Chop*−/− (n = 3) animals, large tumors from DEN-treated wild-type (n = 3) or *Chop*−/− (n = 2) animals, or livers of 9-month-old DEN-treated wild-type (n = 6) or *Chop*−/− (n = 7) animals. Illumina MouseRef-8 v2.0 BeadChips were used according to the manufacturer's protocol. Hybridized arrays were stained with streptavidin-Cy3 (GE Healthcare, Piscataway, NJ). BeadChips were scanned with the Illumina iScan system, and data collected using GenomeStudio software v2011.1. Normalized expression data are given in Table S4. The NCBI GEO accession number for microarray data is GSE51188. Pathway analysis was performed with DAVID.

## Supporting Information

Figure S1 Further mRNA expression characterization in normal liver tissue and SB-derived tumors. (A) The expression of 9 genes previously described as ATF4-dependent (Harding et al. (2003) *Mol Cell* 11, 619) was assessed from the transcriptome analysis described in Figure 1A. Expression is given in log_2_-transformed terms. (B) *Chop* expression by qRT-PCR of each individual normal or tumor sample from Figure 1B is shown.
(PDF)

Figure S2 IHC antibody specifically detects CHOP in mouse liver. Livers from wild-type or *Chop*−/− mice were resected 8 hours after injection with PBS or 1 mg/kg of the ER stress-inducing agent tunicamycin (TM). They were then fixed in formalin and probed for CHOP expression by IHC.
(PDF)

Figure S3 Suppression of immune and inflammatory genes in DEN-treated *Chop*−/− livers. mRNA expression from livers of 9 month-old DEN-treated wild-type (n = 6) or *Chop*−/− (n = 7) animals were analyzed by microarray as in Figure 5. Because these samples included both nodular and uninvolved tissue, gene expression levels were considerably more heterogeneous. Nevertheless, of the 19 downregulated genes shown in Figure 5C, 8 were also significantly downregulated in *Chop*−/− DEN-treated livers, one (*Clec7a*) was near the threshold of significance (p∼0.06) and none was significantly upregulated.

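Of the 15 tested genes, 4 were lower in DEN-treated *Chop*−/− livers at an unadjusted p under 0.05 from limma, and none was higher. The 4 became 2 with the array set as a block, and 1 with that block, 24 added to the signal and no filter on dim probes, in 6 groups. They became 3 in the equal-variance 2-group test without moderation, run on the authors' values, 6 with 2 groups only and 8 with array weights. *C1qa* had a log2 fold change of −0.31 (standard error 0.13), *C1qb* one of −0.39 (standard error 0.18), *C1qc* one of −0.34 (standard error 0.16) and *Ly86* one of −0.38 (standard error 0.18). Their adjusted p was 0.9999 over all genes, and no gene of the list passed when adjusted over the list alone. In an exact permutation test of the 6 wild-type against the 7 *Chop*−/− livers, 2-sided, *C1qa* had p = 0.0396, *C1qb* p = 0.0303, *C1qc* p = 0.0775 and *Ly86* p = 0.0781. *Clec7a*, which encodes the β-glucan receptor dectin-1, went from 7.11 ± 0.56 (SD, n = 6) to 6.61 ± 0.25 (SD, n = 7), with p = 0.0559 in the exact permutation test. *Cd163* had a log2 fold change of −0.52 (standard error 0.29) and p = 0.0122 in the same exact permutation test. For *Il1b*, *Ifih1* and *Tlr2* the log2 fold changes were −0.05, −0.10 and −0.18. As a list, the genes had an adjusted p of 1.08e-08 from camera, and an adjusted p of 0.0136 with an estimated correlation, but the list was chosen by the study in livers of the same genotypes. Within array sets A, B and C its median was −0.28, −0.40 and −0.09.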

(PDF)

Figure S4 IHC antibody specifically detects CHOP in human cells. Human alveolar epithelial A549 cells were treated with the ER stress-inducing agent thapsigargin (TG; 500 nM) for 16 hours, and CHOP was detected by immunofluorescence. Brightfield images show the same fields of view. This result establishes the specificity of the CHOP antibody in human cells.
(PDF)

Table S1 Genes differentially regulated in untreated wild-type versus *Chop*−/− livers.

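The table's defense response group of all regulated genes holds 24 symbols, of which 17 were measured, and all 17 had lower values in PBS-treated *Chop*−/− than in wild-type livers. The 3 symbols that the table does not also list among the lower genes (*Il18r1*, *Defb39* and *LOC100044702*) were not among those measured. Their median log2 fold change was −0.94, or −0.79 with 2 genes at their bound. None passed limma's test over all genes, while 14 were lower both at an unadjusted p under 0.05 and when adjusted over the list alone. The camera test gave an adjusted p of 3.08e-18, and an adjusted p of 0.00106 with an estimated correlation. The table's genes were selected on these arrays, so their direction is not independent evidence. In DEN-treated livers the median of the same genes was −0.31, with all 17 below 0.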

(PDF)

Table S2 CHOP positivity with relationship to patient status.
(PDF)

Table S3 Primer sequences used.
(PDF)

Table S4 Normalized log_2_-transformed Microarray data using Illumina MouseRef-8 v.2.0 BeadChips.
(XLSX)

## References

[1] CenterMM, JemalA (2011) International trends in liver cancer incidence rates. Cancer Epidemiol Biomarkers Prev 20: 2362–2368.2192125610.1158/1055-9965.EPI-11-0643

[2] AltekruseSF, McGlynnKA, ReichmanME (2009) Hepatocellular carcinoma incidence, mortality, and survival trends in the United States from 1975 to 2005. J Clin Oncol 27: 1485–1491.1922483810.1200/JCO.2008.20.7753PMC2668555

[3] El-SeragHB, RudolphKL (2007) Hepatocellular carcinoma: epidemiology and molecular carcinogenesis. Gastroenterology 132: 2557–2576.1757022610.1053/j.gastro.2007.04.061

[4] ShenC, ZhaoCY, ZhangR, QiaoL (2012) Obesity-related hepatocellular carcinoma: roles of risk factors altered in obesity. Front Biosci 17: 2356–2370.10.2741/405722652784

[5] StarleyBQ, CalcagnoCJ, HarrisonSA (2010) Nonalcoholic fatty liver disease and hepatocellular carcinoma: a weighty connection. Hepatology 51: 1820–1832.2043225910.1002/hep.23594

[6] RutkowskiDT, HegdeRS (2010) Regulation of basal cellular physiology by the homeostatic unfolded protein response. J Cell Biol 189: 783–794.2051376510.1083/jcb.201003138PMC2878945

[7] HardingHP, NovoaI, ZhangY, ZengH, WekR, et al (2000) Regulated translation initiation controls stress-induced gene expression in mammalian cells. Mol Cell 6: 1099–1108.1110674910.1016/s1097-2765(00)00108-8

[8] WalterP, RonD (2011) The unfolded protein response: from stress pathway to homeostatic regulation. Science 334: 1081–1086.2211687710.1126/science.1209038

[9] HardingHP, ZhangY, ZengH, NovoaI, LuPD, et al (2003) An integrated stress response regulates amino acid metabolism and resistance to oxidative stress. Mol Cell 11: 619–633.1266744610.1016/s1097-2765(03)00105-9

[10] DongD, NiM, LiJ, XiongS, YeW, et al (2008) Critical role of the stress chaperone GRP78/BiP in tumor proliferation, survival, and tumor angiogenesis in transgene-induced mammary tumor development. Cancer Res 68: 498–505.1819954510.1158/0008-5472.CAN-07-2950

[11] AshktorabH, GreenW, FinziG, SessaF, NouraieM, et al (2012) SEL1L, an UPR response protein, a potential marker of colonic cell transformation. Dig Dis Sci 57: 905–912.2235078010.1007/s10620-011-2026-yPMC3345950

[12] SoAY, de la FuenteE, WalterP, ShumanM, BernalesS (2009) The unfolded protein response during prostate cancer development. Cancer Metastasis Rev 28: 219–223.1917238210.1007/s10555-008-9180-5

[13] PyrkoP, SchonthalAH, HofmanFM, ChenTC, LeeAS (2007) The unfolded protein response regulator GRP78/BiP as a novel target for increasing chemosensitivity in malignant gliomas. Cancer Res 67: 9809–9816.1794291110.1158/0008-5472.CAN-07-0625

[14] BartkowiakK, EffenbergerKE, HarderS, AndreasA, BuckF, et al (2010) Discovery of a novel unfolded protein response phenotype of cancer stem/progenitor cells from the bone marrow of breast cancer patients. J Proteome Res 9: 3158–3168.2042314810.1021/pr100039d

[15] Bobrovnikova-MarjonE, GrigoriadouC, PytelD, ZhangF, YeJ, et al (2010) PERK promotes cancer cell proliferation and tumor growth by limiting oxidative DNA damage. Oncogene 29: 3881–3895.2045387610.1038/onc.2010.153PMC2900533

[16] ShudaM, KondohN, ImazekiN, TanakaK, OkadaT, et al (2003) Activation of the ATF6, XBP1 and grp78 genes in human hepatocellular carcinoma: a possible involvement of the ER stress pathway in hepatocarcinogenesis. J Hepatol 38: 605–614.1271387110.1016/s0168-8278(03)00029-1

[17] OyadomariS, MoriM (2004) Roles of CHOP/GADD153 in endoplasmic reticulum stress. Cell Death Differ 11: 381–389.1468516310.1038/sj.cdd.4401373

[18] SchonthalAH (2009) Endoplasmic reticulum stress and autophagy as targets for cancer therapy. Cancer Lett 275: 163–169.1869295510.1016/j.canlet.2008.07.005

[19] MoonDO, ParkSY, ChoiYH, AhnJS, KimGY (2011) Guggulsterone sensitizes hepatoma cells to TRAIL-induced apoptosis through the induction of CHOP-dependent DR5: involvement of ROS-dependent ER-stress. Biochem Pharmacol 82: 1641–1650.2190309310.1016/j.bcp.2011.08.019

[20] CrozatA, AmanP, MandahlN, RonD (1993) Fusion of CHOP to a novel RNA-binding protein in human myxoid liposarcoma. Nature 363: 640–644.851075810.1038/363640a0

[21] RabbittsTH, ForsterA, LarsonR, NathanP (1993) Fusion of the dominant negative transcription regulator CHOP with a novel gene FUS by translocation t(12;16) in malignant liposarcoma. Nat Genet 4: 175–180.750381110.1038/ng0693-175

[22] PanagopoulosI, HoglundM, MertensF, MandahlN, MitelmanF, et al (1996) Fusion of the EWS and CHOP genes in myxoid liposarcoma. Oncogene 12: 489–494.8637704

[23] DupuyAJ (2010) Transposon-based screens for cancer gene discovery in mouse models. Semin Cancer Biol 20: 261–268.2047838410.1016/j.semcancer.2010.05.003PMC2940989

[24] DupuyAJ, RogersLM, KimJ, NannapaneniK, StarrTK, et al (2009) A modified sleeping beauty transposon system that can be used to model a wide variety of human cancers in mice. Cancer Res 69: 8150–8156.1980896510.1158/0008-5472.CAN-09-1135PMC3700628

[25] RiordanJD, KengVW, TschidaBR, ScheetzTE, BellJB, et al (2013) Identification of rtl1, a retrotransposon-derived imprinted gene, as a novel driver of hepatocarcinogenesis. PLoS Genet 9: e1003441.2359303310.1371/journal.pgen.1003441PMC3616914

[26] MarciniakSJ, YunCY, OyadomariS, NovoaI, ZhangY, et al (2004) CHOP induces death by promoting protein synthesis and oxidation in the stressed endoplasmic reticulum. Genes Dev 18: 3066–3077.1560182110.1101/gad.1250704PMC535917

[27] OhokaN, YoshiiS, HattoriT, OnozakiK, HayashiH (2005) TRB3, a novel ER stress-inducible gene, is induced via ATF4-CHOP pathway and is involved in cell death. Embo J 24: 1243–1255.1577598810.1038/sj.emboj.7600596PMC556400

[28] LeeAH, IwakoshiNN, GlimcherLH (2003) XBP-1 regulates a subset of endoplasmic reticulum resident chaperone genes in the unfolded protein response. Mol Cell Biol 23: 7448–7459.1455999410.1128/MCB.23.21.7448-7459.2003PMC207643

[29] WuJ, RutkowskiDT, DuboisM, SwathirajanJ, SaundersT, et al (2007) ATF6alpha optimizes long-term endoplasmic reticulum function to protect cells from chronic stress. Dev Cell 13: 351–364.1776567910.1016/j.devcel.2007.07.005

[30] ZinsznerH, KurodaM, WangX, BatchvarovaN, LightfootRT, et al (1998) CHOP is implicated in programmed cell death in response to impaired function of the endoplasmic reticulum. Genes Dev 12: 982–995.953153610.1101/gad.12.7.982PMC316680

[31] StarkelP, LeclercqIA (2011) Animal models for the study of hepatic fibrosis. Best Pract Res Clin Gastroenterol 25: 319–333.2149774810.1016/j.bpg.2011.02.004

[32] VesselinovitchSD, MihailovichN (1983) Kinetics of diethylnitrosamine hepatocarcinogenesis in the infant mouse. Cancer Res 43: 4253–4259.6871863

[33] MaedaS, KamataH, LuoJL, LeffertH, KarinM (2005) IKKbeta couples hepatocyte death to cytokine-driven compensatory proliferation that promotes chemical hepatocarcinogenesis. Cell 121: 977–990.1598994910.1016/j.cell.2005.04.014

[34] BaffyG, BruntEM, CaldwellSH (2012) Hepatocellular carcinoma in non-alcoholic fatty liver disease: an emerging menace. J Hepatol 56: 1384–1391.2232646510.1016/j.jhep.2011.10.027

[35] TamakiN, HatanoE, TauraK, TadaM, KodamaY, et al (2008) CHOP deficiency attenuates cholestasis-induced liver fibrosis by reduction of hepatocyte injury. Am J Physiol Gastrointest Liver Physiol 294: G498–505.1817427110.1152/ajpgi.00482.2007

[36] MalhiH, KroppEM, ClavoVF, KobrossiCR, HanJ, et al (2013) C/EBP Homologous Protein-induced Macrophage Apoptosis Protects Mice from Steatohepatitis. J Biol Chem 288: 18624–18642.2372073510.1074/jbc.M112.442954PMC3696637

[37] SakuraiT, MaedaS, ChangL, KarinM (2006) Loss of hepatic NF-kappa B activity enhances chemical hepatocarcinogenesis through sustained c-Jun N-terminal kinase 1 activation. Proc Natl Acad Sci U S A 103: 10544–10551.1680729310.1073/pnas.0603499103PMC1502270

[38] SunB, KarinM (2012) Obesity, inflammation, and liver cancer. J Hepatol 56: 704–713.2212020610.1016/j.jhep.2011.09.020PMC3889660

[39] ZhengJF, LiangLJ (2008) Intra-portal transplantation of bone marrow stromal cells ameliorates liver fibrosis in mice. Hepatobiliary Pancreat Dis Int 7: 264–270.18522880

[40] QiZ, AtsuchiN, OoshimaA, TakeshitaA, UenoH (1999) Blockade of type beta transforming growth factor signaling prevents liver fibrosis and dysfunction in the rat. Proc Natl Acad Sci U S A 96: 2345–2349.1005164410.1073/pnas.96.5.2345PMC26786

[41] SchifferE, HoussetC, CacheuxW, WendumD, Desbois-MouthonC, et al (2005) Gefitinib, an EGFR inhibitor, prevents hepatocellular carcinoma development in the rat liver with cirrhosis. Hepatology 41: 307–314.1566038210.1002/hep.20538

[42] JenkinsSA, GrandisonA, BaxterJN, DayDW, TaylorI, et al (1985) A dimethylnitrosamine-induced model of cirrhosis and portal hypertension in the rat. J Hepatol 1: 489–499.405635110.1016/s0168-8278(85)80747-9

[43] BatallerR, BrennerDA (2005) Liver fibrosis. J Clin Invest 115: 209–218.1569007410.1172/JCI24282PMC546435

[44] HanJ, BackSH, HurJ, LinYH, GildersleeveR, et al (2013) ER-stress-induced transcriptional regulation increases protein synthesis leading to cell death. Nat Cell Biol 15: 481–490.2362440210.1038/ncb2738PMC3692270

[45] McCulloughKD, MartindaleJL, KlotzLO, AwTY, HolbrookNJ (2001) Gadd153 sensitizes cells to endoplasmic reticulum stress by down-regulating Bcl2 and perturbing the cellular redox state. Mol Cell Biol 21: 1249–1259.1115831110.1128/MCB.21.4.1249-1259.2001PMC99578

[46] PuthalakathH, O'ReillyLA, GunnP, LeeL, KellyPN, et al (2007) ER stress triggers apoptosis by activating BH3-only protein Bim. Cell 129: 1337–1349.1760472210.1016/j.cell.2007.04.027

[47] ZagorodnaO, MartinSM, RutkowskiDT, KuwanaT, SpitzDR, et al (2011) 2-Deoxyglucose-induced toxicity is regulated by Bcl-2 family members and is enhanced by antagonizing Bcl-2 in lymphoma cell lines. Oncogene 31: 2738–2749.2198694010.1038/onc.2011.454PMC3257357

[48] CanbayA, FriedmanS, GoresGJ (2004) Apoptosis: the nexus of liver injury and fibrosis. Hepatology 39: 273–278.1476797410.1002/hep.20051

[49] MaassT, SfakianakisI, StaibF, KruppM, GallePR, et al (2010) Microarray-based gene expression analysis of hepatocellular carcinoma. Curr Genomics 11: 261–268.2111989010.2174/138920210791233063PMC2930665

[50] DaltonLE, HealeyE, IrvingJ, MarciniakSJ (2012) Phosphoproteins in stress-induced disease. Prog Mol Biol Transl Sci 106: 189–221.2234071910.1016/B978-0-12-396456-4.00003-1

[51] BiM, NaczkiC, KoritzinskyM, FelsD, BlaisJ, et al (2005) ER stress-regulated translation increases tolerance to extreme hypoxia and promotes tumor growth. Embo J 24: 3470–3481.1614894810.1038/sj.emboj.7600777PMC1276162

[52] BlaisJD, AddisonCL, EdgeR, FallsT, ZhaoH, et al (2006) Perk-dependent translational regulation promotes tumor cell adaptation and angiogenesis in response to hypoxic stress. Mol Cell Biol 26: 9517–9532.1703061310.1128/MCB.01145-06PMC1698539

[53] AxtenJM, MedinaJR, FengY, ShuA, RomerilSP, et al (2012) Discovery of 7-methyl-5-(1-{[3-(trifluoromethyl)phenyl]acetyl}-2,3-dihydro-1H-indol-5-yl)-7H-p yrrolo[2,3-d]pyrimidin-4-amine (GSK2606414), a potent and selective first-in-class inhibitor of protein kinase R (PKR)-like endoplasmic reticulum kinase (PERK). J Med Chem 55: 7193–7207.2282757210.1021/jm300713s

[54] HardingHP, ZyryanovaAF, RonD (2012) Uncoupling proteostasis and development in vitro with a small molecule inhibitor of the pancreatic endoplasmic reticulum kinase, PERK. J Biol Chem 287: 44338–44344.2314820910.1074/jbc.M112.428987PMC3531748

[55] AdelmantG, GilbertJD, FreytagSO (1998) Human translocation liposarcoma-CCAAT/enhancer binding protein (C/EBP) homologous protein (TLS-CHOP) oncoprotein prevents adipocyte differentiation by directly interfering with C/EBPbeta function. J Biol Chem 273: 15574–15581.962414810.1074/jbc.273.25.15574

[56] ClarkeSL, RobinsonCE, GimbleJM (1997) CAAT/enhancer binding proteins directly modulate transcription from the peroxisome proliferator-activated receptor gamma 2 promoter. Biochem Biophys Res Commun 240: 99–103.936789010.1006/bbrc.1997.7627

[57] BatchvarovaN, WangXZ, RonD (1995) Inhibition of adipogenesis by the stress-induced protein CHOP (Gadd153). Embo J 14: 4654–4661.758859510.1002/j.1460-2075.1995.tb00147.xPMC394562

[58] OcknerRK, KaikausRM, BassNM (1993) Fatty-acid metabolism and the pathogenesis of hepatocellular carcinoma: review and hypothesis. Hepatology 18: 669–676.8395460

[59] ChikkaMR, McCabeDD, TyraHM, RutkowskiDT (2013) C/EBP homologous protein (CHOP) contributes to suppression of metabolic genes during endoplasmic reticulum stress in the liver. J Biol Chem 288: 4405–4415.2328147910.1074/jbc.M112.432344PMC3567690

[60] RaskK, ThornM, PontenF, KraazW, SundfeldtK, et al (2000) Increased expression of the transcription factors CCAAT-enhancer binding protein-beta (C/EBBeta) and C/EBzeta (CHOP) correlate with invasiveness of human colorectal cancer. Int J Cancer 86: 337–343.1076082010.1002/(sici)1097-0215(20000501)86:3<337::aid-ijc6>3.0.co;2-3

[61] DaltonLE, ClarkeHJ, KnightJ, LawsonMH, WasonJ, et al (2013) The endoplasmic reticulum stress marker CHOP predicts survival in malignant mesothelioma. Br J Cancer 108: 1340–1347.2341210110.1038/bjc.2013.66PMC3619254

[62] ScaiewiczV, NahmiasA, ChungRT, MuellerT, TiroshB, et al (2013) CCAAT/Enhancer-Binding Protein omologous (CHOP) Protein Promotes Carcinogenesis in the DEN-Induced Hepatocellular Carcinoma Model. PLoS ONE 8(12): e81065 doi:10.1371/journal.pone.0081065 2433989810.1371/journal.pone.0081065PMC3855209

[63] RutkowskiDT, ArnoldSM, MillerCN, WuJ, LiJ, et al (2006) Adaptation to ER stress is mediated by differential stabilities of pro-survival and pro-apoptotic mRNAs and proteins. PLoS Biol 4: e374.1709021810.1371/journal.pbio.0040374PMC1634883

# Supplementary material for: The Stress-Regulated Transcription Factor CHOP Promotes Hepatic Inflammatory Gene Expression, Fibrosis, and Oncogenesis
**Source:** PLoS Genet. 2013 Dec 19;9(12):e1003937. doi: 10.1371/journal.pgen.1003937
**Supplement:** Table S1 — Genes differentially regulated in untreated wild-type versus Chop−/− livers.

Table S1: Genes differentially regulated in untreated wild-type versus Chop-/- livers

**All regulated genes**			
**Term**	**Genes**	**Fold Enrichment**	**Bonferroni**
GO:0006952~defense response	IL18R1, IFIH1, LYZ2, ADORA3, H2-M3, DEFB39, LY86, LOC100044702, TLR2, COLEC10, RSAD2, IFI47, C1QC, CD163, CFP, C1QA, ORM1, C1QB, CCR5, PGLYRP3, FCER1G, IL1B, CLEC7A, MX1	3.3	0.001482
GO:0006955~immune response	XRCC4, IL18R1, IFIH1, ADORA3, H2-M3, LY86, LOC100044702, TLR2, RSAD2, C1QC, CFP, C1QA, C1QB, CCR5, OASL2, PGLYRP3, FCER1G, IL1B, OAS1A, CLEC7A, PTMS, MX1	2.9	0.037384

**Downregulated genes only**			
**Term**	**Genes**	**Fold Enrichment**	**Bonferroni**
GO:0006952~defense response	IFIH1, LYZ2, ADORA3, H2-M3, LY86, COLEC10, TLR2, RSAD2, IFI47, C1QC, CD163, CFP, C1QA, ORM1, C1QB, CCR5, PGLYRP3, FCER1G, IL1B, CLEC7A, MX1	5.3	0.000002
GO:0006955~immune response	XRCC4, IFIH1, ADORA3, H2-M3, LY86, TLR2, RSAD2, C1QC, CFP, C1QA, C1QB, CCR5, OASL2, PGLYRP3, FCER1G, IL1B, OAS1A, CLEC7A, MX1	4.6	0.000144
GO:0006954~inflammatory response	C1QA, CFP, ORM1, C1QB, ADORA3, CCR5, LY86, TLR2, IL1B, CLEC7A, C1QC, CD163	6.0	0.004636
GO:0002526~acute inflammatory response	C1QA, CFP, ORM1, C1QB, ADORA3, IL1B, C1QC, CD163	11.2	0.007059
GO:0009611~response to wounding	ADORA3, LY86, TLR2, EVL, C1QC, CD163, C1QA, CFP, ORM1, C1QB, THBD, CCR5, IL1B, CLEC7A	4.6	0.011191
GO:0048584~positive regulation of response to stimulus	C1QA, CFP, C1QB, ADORA3, H2-M3, TLR2, FCER1G, IL1B, CLEC7A, C1QC	6.1	0.038049
GO:0045087~innate immune response	C1QA, CFP, C1QB, IFIH1, TLR2, CLEC7A, MX1, C1QC	8.5	0.043095

# Supplementary material for: The Stress-Regulated Transcription Factor CHOP Promotes Hepatic Inflammatory Gene Expression, Fibrosis, and Oncogenesis
**Source:** PLoS Genet. 2013 Dec 19;9(12):e1003937. doi: 10.1371/journal.pgen.1003937
**Supplement:** Table S2 — CHOP positivity with relationship to patient status.

Table S2: CHOP positivity with relationship to patient status

Sex	Age	CHOP	Hepatitis C	Cirrhosis	CMV	Grade	Etc.
M	19	+++	unk	Non-cirrhotic	unk	T2N1M0	
M	54	+++	Yes	Yes	No	T1N0M0	
M	75	+++	unk	Non-cirrhotic	unk	T3N0M0	
M	55	+++	Yes	Yes	unk	T1M0N0	
M	66	+++	No	Yes	pos	T1N0M0	
M	63	+++	No	Yes	No	T2N0M0	
M	63	+++	No	Yes	No	T2N0M0	
M	56	+++	No	Yes	No	T1N0M0	
F	52	+++	Yes	Yes	Yes	T1N0M0	Hep B+
F	57	++	unk	Non-cirrhotic	unk	T2N0M0	
F	62	++	No	Non-cirrhotic	No	T2N0M0	
M	67	++	Yes	Yes	unk	T1N0M0	
M	65	++	No	Yes	No	T1N0M0	
F	51	++	Yes	Yes	No	T2N0M0	
F	22	++	unk	Non-cirrhotic	unk	T3N1M1	
F	84	++	unk	Non-cirrhotic	unk	T3N0M0	
M	62	+	No	Non-cirrhotic	unk	T3N0M0	
M	61	+	Yes	Yes	unk	T3N0M0	
M	69	+	No	Non-cirrhotic	unk	T4N0M1	
F	80	+	No	Yes	No	T3N0M0	
M	52	+/-	Yes	Yes	pos	T2N0M0	
M	75	+/-	No	Non-cirrhotic	Yes	T1NXMX	
M	68	+/-	unk	Yes	unk	T2N0M0	Hep B+
M	54	+/-	No	Yes	No	T2N0M0	
M	74	+/-	unk	Non-cirrhotic	unk	T2N0M0	
M	61	+/-	Yes	Yes	No	T2N0M0	
M	67	-	Yes	Non-cirrhotic	unk	T1N1M1	Hep B+
F	61	-	unk	Non-cirrhotic	unk	T2M0N0	

+++ 15-20% positive nuclei

++ 10-14% positive nuclei

+ 5-9% positive nuclei

+/- 1-4% positive nuclei

- 0 positive nuclei

T = Pathological Primary Tumor

N = Regional Lymph Nodes

M = Distant Metastasis

# Supplementary material for: The Stress-Regulated Transcription Factor CHOP Promotes Hepatic Inflammatory Gene Expression, Fibrosis, and Oncogenesis
**Source:** PLoS Genet. 2013 Dec 19;9(12):e1003937. doi: 10.1371/journal.pgen.1003937
**Supplement:** Table S3 — Primer sequences used.

Table S3: Primer sequences used

<i>p58IPK</i>	5' -TCCTGGTGGACCTGCAGTACG-3'
	5' -CTGCGAGTAATTTCTTCCCC-3'
<i>Erdj3</i>	5' -CCTTTATGGAGGCACTTCG-3'
	5' -GAACCTGAGCACCTTCTG-3'
<i>Bip</i>	5' -CATGGTTCTCACTAAAATGAAGG-3'
	5' -GCTGGTACAGTAACAACCTG-3'
<i>Chop</i>	5' -CTGCCTTTCACCTTGGAGAC-3'
	5' -CGTTTCCTGGGGATGAGATA-3'
<i>Edem1</i>	5' -AAGTCTCAGGAGCTCAGAGTCATTAA-3'
	5' -CGATCTGGCGCATGTAGATG-3'
<i>Herpud1</i>	5' -AGCAGCCGGACAACCTCTAAT-3'
	5' -CTTGGAAGTCTGCTGGACA-3'
<i>Xbp1 (tot)</i>	5' -GAGCAGCAAGTGGTGGATTT-3'
	5' -CCGTGAGTTTTCTCCCGATAA-3'
<i>Xbp1 (spl)</i>	5' -GAGTCCGCAGCAGGTG-3'
	5' -GTGTCAGAGTCCATGGGA-3'
<i>Wars</i>	5' -CCTTGGACTACACAGCCAGGA-3'
	5' -CTAGGACCGAGGCCTGCAG-3'
<i>Btf3</i>	5' -AATGGTGAAGGTGTTTGCTG-3'
<i>(housekeeping)</i>	5' -GAACAACATCTCTGGTATTGAAGA-3'
<i>Ppia</i>	5' -ATTATGGCGTGTAAGTCACCA-3'
<i>(housekeeping)</i>	5' -AGCACTGGAGAGAAAGGATT-3'

How the deposited data were processed for this re-analysis (not part of the article)

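The samples were whole liver and large liver tumors of 9-month-old male wild-type and *Chop*−/− mice, injected at day 15 with PBS or with 25 mg/kg DEN, with 1 Illumina MouseRef-8 v2.0 array for each of the 24 samples. The authors read bead intensities on the scanner and exported them as deposited with GenomeStudio 2011.1; per the file these intensities are averages over the beads of a probe, are already background subtracted (26.9% are negative, from −23.07 to 37048.3) and already share 1 distribution across arrays. The detection p-value of each probe on each array, as deposited by the authors, is GenomeStudio's comparison of the probe with negative control beads. The authors also deposited log2 values, which are the log2 of the same signals plus a constant, and which served as an alternative. Arrays were assigned to their group by the array names in the part of the study's Table S4 that could be read, and the detection p-value of an array is the column with the same array name. A further 48 columns of values per sample, the bead counts and the bead standard errors, were not used. The replicate check was planned with the bead standard errors and was therefore made with the SD between arrays and the correlation of arrays only, and samples count as labelled.

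Signals were background corrected by the normexp model from the detection p-values, quantile normalized and put on a log2 scale with an offset of 16 (neqc in limma 3.58.1, R 4.3.3, statmod 1.5.0). This corrects values that had been background subtracted and normalized already, and the alternatives show what depends on it. Of 25697 probes, 23978 carry 1 gene symbol and 1719 carry none; the symbols are those of the array annotation, looked up by gene identifier in RefSeq. Probes with a detection p-value under 0.01 on at least 2 arrays were kept, and the probe with the highest mean over all arrays represents a gene. A linear model of the 6 groups was fitted to all 24 arrays with limma, with moderated variances, and p-values were adjusted by the Benjamini-Hochberg method over the 8969 genes. The comparisons are *Chop*−/− with wild-type in PBS-treated livers, DEN-treated livers and tumors, wild-type tumors with PBS-treated livers, DEN-treated with PBS-treated livers within each genotype, and 2 interactions. Counts are given at an adjusted p under 0.05 and at the study's thresholds (more than 1.5-fold, unadjusted p under 0.05). For single genes an exact permutation test of the group means was added. Where a gene was undetected on every array of 1 group, its fold difference is a bound against the lowest detected value.

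Gene lists of cell types, signaling pathways and liver functions were written from textbook knowledge, and 42 of them hold at least 2 measured genes. They were tested with camera in limma at its preset correlation of 0.01 and adjusted over the lists of a comparison, and again with a correlation estimated for each list and with fry. Lists taken from the study's own figures and tables were tested apart. The comparisons, thresholds, lists, named genes and most alternatives were fixed before the data were examined, apart from the readable part of Table S4, in which values of about 30 genes had been seen. The genes named were drawn from those the study names for these tissues, the 10 genes with the largest fold change in each direction among those that passed and do not overlap, the 5 with the smallest p where fewer than 5 passed, and up to 4 members of a list with the smallest p. Not all of these are described for every comparison.

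The model was tested on simulated values with a known set of changed genes. Each gene was drawn independently from a normal distribution with its mean and pooled SD on the real arrays. The spread was the same in every group, as the model assumes. The shares recovered therefore do not cover groups that vary more, such as tumors may, or genes that vary together. In PBS-treated livers the model recovered 17.9% of genes changed 1.5-fold, 58.2% of genes changed 2-fold and 97% of genes changed 4-fold. The shares were 43.3%, 88.1% and 100% in DEN-treated livers, 23.9%, 71.6% and 93.9% for wild-type tumors against livers, and 11.9%, 38.8% and 87.9% between tumors. Alternatives were no background correction, median scaling, the authors' log2 values, other filters on dim probes, the mean of a gene's probes, only the 2 groups compared, array weights, the array set as a fixed or a random block (random block correlation 0.0366), the replicate number as a block, an equal-variance 2-group test without moderation, and leaving out each array in turn. No background correction means none beyond that in the deposited signals. In that alternative low and negative signals were raised to a common floor before the log.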

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

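The tests of the chromosome share in each comparison, the share of its genes that were higher, the medians without 1 array or 1 tumor, and the comparisons of cell type markers in this part and in the other observations were chosen after the result was seen.

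In DEN-treated *Chop*−/− livers, replicate B_15 lies apart from the other 6 in the mean of cell cycle genes (ratio of the gap to the range 0.835), fetal liver and liver tumor genes (0.654), pattern recognition receptors (0.605) and cytokines and NF-κB targets (0.571). In DEN-treated wild-type livers, replicate C_18 lies apart in the mean of fatty acid oxidation genes (0.665) and in *Xrcc4*, a gene of DNA end joining (0.637). Of 83 groups of values looked at in this way 6 stood out, where chance gives about 1 in 20, so taken singly some or most of these may be chance. The flags of B_15 come from the same array and are not independent of each other. On the first principal component (49% of the variance) B_15 lay at 16.8. The other *Chop*−/− DEN-treated livers lay between −17.4 and −11.3 there, and wild-type tumors between 27.3 and 60.4. B_15 thus stood apart over all genes, toward the tumors. Whether it held more nodular tissue was not tested. Without replicate B_15 the genes at the study's thresholds in DEN-treated livers went from 17 to 29.

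The genotype difference itself differed between DEN-treated and PBS-treated livers for 7 lists. It was nearer to 0 in DEN-treated livers for macrophage markers (adjusted p = 8.24e-09 from camera, median difference 0.58), endothelial markers (5.25e-04, 0.29), interferon-stimulated genes (0.0105, 0.19), cytosolic ribosomal protein genes (0.01215, 0.14), and genes of gluconeogenesis and the urea cycle (0.01215, 0.38). Ribosome biogenesis genes had an adjusted p of 0.0248 (0.16) and NRF2 targets, which defend against oxidants, one of 0.00168 (−0.46). None of the 7 was called with an estimated correlation, where the adjusted p-values ran from 0.235 for macrophage and endothelial markers to 0.857, and no single gene passed. Between tumors and PBS-treated livers the genotype difference differed for 825 genes. That count was 412 with the array set as a block, 47 without *Chop*−/− tumor C_24 and 1991 without *Chop*−/− tumor B_16, so it rests on single tumors, and none of the 17 lists called was called with an estimated correlation.

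The study does not compare the arrays of DEN-treated with those of PBS-treated whole livers. Fetal liver and liver tumor genes were higher after DEN in wild-type livers (adjusted p = 2.46e-10 from camera, median 1.97, and 0.0885 with an estimated correlation) and in *Chop*−/− livers (4.44e-07, median 1.90, and 0.288 with an estimated correlation). The second median was 1.135 without replicate B_15, which stands apart in this list (above), with the list still called. The 2 genes that passed in *Chop*−/− livers, *Tff3* and *Lpl*, were both higher after DEN.

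Macrophage markers were lower in PBS-treated *Chop*−/− livers, and a single array is argued against as the source, since the median without any 1 of the 6 arrays kept at least 93.7% of its size. The array set is argued against too, since the median was −0.622 in the set where it is nearest to 0. The markers were lower in 95.2% of cases (20 of 21), as fewer macrophages in the tissue would give, and lower expression per cell would give the same. A lower share of every cell type but hepatocytes is argued against by endothelial markers, whose median fall was 31.6% of that of macrophage markers (difference of the array means −0.556, standard error 0.162). Fewer macrophages are therefore a candidate explanation, found and tested on the same arrays. Chance differences between animals stay open, since 8 of the 10 splits of these livers, the real one included, called at least 5 lists. That count does not test the macrophage markers themselves.

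Ribosomal protein genes were higher in *Chop*−/− tumors, and 1 tumor alone is argued against as the source, since the median without either kept at least 85.8% of its size (0.51 without C_24, 0.69 without B_16). The array set is argued against by the blocked median (93.2% of the unblocked one), and probe brightness by the 100th percentile among 10000 random lists of like brightness, whose highest median was 0.141. Loss of the mature hepatocyte program, in a tumor of any genotype, cannot be told apart from an effect of genotype: the lower *Chop*−/− tumor exceeds the wild-type tumor with the lowest cytochrome P450 mean by 0.454, but no wild-type tumor reaches the cytochrome P450 means of the *Chop*−/− tumors (−0.956 at the lowest, against −1.875 and −2.986), and that wild-type tumor also has the highest ribosomal protein mean of the 3 (0.224). Whether fewer hepatocytes and more of every other cell type contribute cannot be told apart from a change within cells: of 4 marker medians the lowest was −0.295 for macrophages (−0.126 with genes at their bound, which leaves endothelium lowest at −0.275) and the highest 0.64 for collagen and matrix, which rests on replicate C_24, while hepatocyte markers lay at −0.03. A difference in tumor growth or grade between genotypes was not tested and stays open.

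Among the 30 smallest p-values of DEN-treated livers 12 genes, *Ddit3* and *Mars1* included, lie on the chromosome of *Ddit3*, which holds 5.07% of the tested genes. These are the same genes as those at an unadjusted p under 0.01. With *Ddit3* and *Mars1* left out, 10 of 453 genes on the chromosome and 18 of 8511 elsewhere were past that p (Fisher's exact p = 5.67e-07). The mean distance of the 10 from *Ddit3* was 97.1 tested genes against 183 for the others of the chromosome (permutation p = 0.0282). A segment of the donor strain kept beside the targeted gene would be in every *Chop*−/− sample. The share past that p was 1.65 times that of other chromosomes in PBS-treated livers (Fisher's exact p = 0.0543) and 1.22 times between tumors (Fisher's exact p = 0.0696). Of the 30 smallest p-values 7 and 1 lie on the chromosome, *Ddit3* counted, so the 1 between tumors is the deleted gene itself. The paper states a backcross of more than 10 generations, so such a segment cannot be told apart from another effect of the targeted locus. Of the 10, 80% had the same sign in PBS-treated livers, which falls short of the over 80% set beforehand for such a segment. Between tumors 90% did, and these are too few genes to decide. Of the 4 further probes of the lower genes *Washc3* and *Sdr9c7*, 2 (1 of each gene) were lower by at least 50% of the first probe's change. A probe mismatch therefore cannot be told apart from lower expression for the lower genes. A mismatch is argued against for the 40% that were higher in *Chop*−/− livers, since it lowers a signal.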

How the results depend on the processing

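The settings with 24 added to the signal, and the authors' values in 2 groups without the replicate number, were chosen after the data were seen, as were the median scaling, array set, estimated correlation, fry and leave-one-out settings of the interactions and of the DEN effects. Throughout, the equal-variance 2-group test without moderation was run on the authors' values. The settings with 24 added to the signal also had the array set as a block and no filter on dim probes. In both, several choices changed together, so a moved count is not due to the named one alone.

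The number of arrays (2 to 7 per group) and the distance of a signal from background limit what can be called, and a list's sign counts as the same where neither setting passes. Of the named genes that passed, 2 of 2 in DEN-treated livers, 26 of 34 between wild-type tumors and livers and 14 of 37 between tumors passed under each of the alternatives run for single genes (no background correction, median scaling, the authors' values in 6 groups, the array set as a block and leaving out 1 array), and 0 of 2 in PBS-treated livers did. These do not include the fits of 2 groups only, in which far fewer genes passed between tumors (below). The count of genes at an adjusted p under 0.05 between wild-type tumors and livers stayed within 1.5 times its value under each alternative fixed beforehand but 2 groups only and the replicate block. The cause of a change was not tested, except that a fit of 2 groups or without an array rests on fewer arrays. A fit of 2 groups also takes its spread from those groups alone and not from all 6.

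For PBS-treated livers the 2 genes at an adjusted p under 0.05 became 1 with no background correction, 1 with the authors' values, 1 with no filter on dim probes, 1 with the mean of the probes, 0 with 2 groups only, 1 with array weights and 1 with the array set as a block. The 466 genes at the study's thresholds became 107 with the authors' values, 52 with the equal-variance 2-group test without moderation, 115 with the authors' values in 2 groups without the replicate number (which gave 0 at an adjusted p under 0.05), and 754 and 853 with 24 added to the signal (6 groups and 2 groups only). Leaving out 1 array gave 1 to 6 genes at an adjusted p under 0.05 (highest without wild-type replicate B_09) and 248 (without wild-type replicate C_17) to 1047 (without wild-type replicate A_01) at the study's thresholds. The 5 lists became 1 with an estimated correlation, 1 with fry and 8 with the authors' values, and 4 (without *Chop*−/− replicate C_21) to 9 (without wild-type replicates B_09 or C_17).

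For DEN-treated livers the 2 genes became 5 with 2 groups only, 6 with array weights and 4 with the authors' values in 2 groups without the replicate number, and 2 to 3 without 1 array. The 17 genes at the study's thresholds became 83 with no background correction, 5 with the authors' values, 26 with array weights, 5 with the equal-variance 2-group test without moderation, 5 with the authors' values in 2 groups without the replicate number and 47 with 24 added to the signal, in 6 groups and in 2. Leaving out 1 array gave 15 (without wild-type replicate B_10) to 29 (without *Chop*−/− replicate B_15). The 9 lists became 0 with an estimated correlation and 0 with fry, and 4 (without *Chop*−/− replicates A_07 or C_22) to 13 (without B_15).

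For wild-type tumors against PBS-treated livers the 1727 genes became 718 with 2 groups only and 516 with the authors' values in 2 groups without the replicate number, and 1212 (without B_12) to 1727 (without A_04) without 1 array. The 1975 genes at the study's thresholds became 1124 with the authors' values, 802 with the equal-variance 2-group test without moderation and 1046 with the authors' values in 2 groups without the replicate number, and 1780 (without B_12) to 2243 (without A_04). The 21 lists became 0 with an estimated correlation, and fry called 28.

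Between *Chop*−/− and wild-type tumors the 946 genes became 1 with 2 groups only, 299 with array weights, 525 with the array set as a block and 0 with the authors' values in 2 groups without the replicate number, and 123 (without *Chop*−/− replicate C_24) to 2039 (without *Chop*−/− replicate B_16) without 1 array. Of the 946, 42% were higher, against 30.7% with no background correction and 51.3% with the authors' values. The 1826 genes at the study's thresholds became 1015 with the authors' values, 1059 with 2 groups only, 233 with the equal-variance 2-group test without moderation, 594 with the authors' values in 2 groups without the replicate number and 1060 with 24 added to the signal in 2 groups, and 1073 (without C_24) to 2813 (without B_16). The 15 lists became 3 with an estimated correlation, and fry called 10.

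For the interaction of genotype and tumor the 825 genes became 412 with the array set as a block, and 47 (without *Chop*−/− tumor replicate C_24) to 1991 (without *Chop*−/− tumor replicate B_16), and its 17 lists became 0 with an estimated correlation and 7 with fry, and 10 (without C_24) to 21 (without B_16). The 7 lists of the interaction of genotype and DEN became 0 with an estimated correlation and 0 with fry, and 3 (without C_21) to 9 (without C_17), while 0 genes passed under each setting run. The DEN effect in wild-type livers went from 0 genes to 1 with no background correction, and its 13 lists became 1 with an estimated correlation and 0 with fry, and 6 (without A_01) to 15 (without A_02). The DEN effect in *Chop*−/− livers went from 2 genes to 0 with the authors' values and 8 with no background correction, and to 0 (without C_21) to 3 (without B_15 or C_20), and its 12 lists became 0 with an estimated correlation and 0 with fry, and 7 (without C_21) to 13 (without C_23).

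With the replicate number of the labels as a block (replicate block, authors' values, 2 groups only) the counts at an adjusted p under 0.05 were 0 in PBS-treated livers, 1 in DEN-treated livers, 492 for wild-type tumors against livers and 0 between tumors. At the study's thresholds the replicate block gave 127, 7, 1078 and 568. No source says that these numbers pair animals, and the differences of like-numbered arrays correlated above 0.1 in 1 of 3, 1 of 6, 2 of 3 and 0 of 2 pairs.

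Some list shifts reversed without 1 array. Without *Chop*−/− tumor replicate C_24, collagen and matrix genes between tumors went from an adjusted p of 1.12e-04 to 0.359 (1.05e-11 without B_16), the same genes in the interaction of genotype and tumor from 0.00128 to 0.892 (4.01e-10 without B_16), and fatty acid oxidation genes between tumors from 0.00577 to 0.595 (7.32e-06 without B_16). The study's immune genes of Fig. 5C and of Table S1, which were not called between tumors (0.703), were lower at 0.0425 without C_24 (0.989 without B_12). Without wild-type PBS replicate C_17, mitochondrial ribosomal protein genes in the DEN effect of wild-type livers went from 5.89e-04 to 0.696 (2.14e-05 without B_09), and the genes of Fig. 5F, not called there (0.867), were higher at 8.59e-04 (0.842 without C_18).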

Differences from the paper's values

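The authors' values in 2 groups without the replicate number and the settings with 24 added to the signal were tried only after the values were seen. So was, for single genes, for the genes of Fig. 5C and for ribosomal protein genes, every setting other than no background correction, median scaling, the authors' values in 6 groups and leaving out 1 array. The other alternatives named here were fixed before the data were examined. As above, the equal-variance 2-group test without moderation was run on the authors' values. The settings with 24 added to the signal also had the array set as a block and no filter on dim probes. Of 48 values compared with the paper's 12 differ, 4 of them among 36 log2 fold changes.

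At the study's thresholds the paper's Fig. 5A shows about 150 genes higher in PBS-treated *Chop*−/− livers (read by eye), against 262 here. The count falls within the margin with array weights (209) and without *Chop*−/− replicate B_13 (225) or wild-type replicate C_17 (109), and not under the other alternatives, among them the authors' values (62). The paper's text gives less than 2 percent of the genes on the array for this comparison, against 5.20% of the 8969 genes detected here (the 466 genes are 2.57% of the 18138 the paper states). Of the genes tested, the share is under that limit with the authors' values (1.19%), the replicate block (1.42%) and the equal-variance 2-group test without moderation (0.58%), which drop 12, 10 and 10 of the 15 tested genes of Fig. 5C at the study's thresholds. It is within 1.5 times of the limit with no filter on dim probes (2.8%) and without C_17 (2.77%, or 1.37% of the 18138), and not under the other alternatives fixed beforehand. The authors' values in 2 groups without the replicate number, chosen after seeing the values, gave 115 of the 8969 genes, which is under the limit too, and drop 10 of the same 15 genes.

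Between tumors the paper's Fig. 5E shows about 210 genes higher and about 320 lower in *Chop*−/− tumors (read by eye), against 796 and 1030 here. Of the alternatives fixed beforehand only the replicate block on the authors' values reaches them (244 and 324), and the same values without the replicate number, chosen after seeing the data, gave 246 and 348 and drop 2 of the 15 tested genes of Fig. 5F. The paper's text gives about 3 percent of genes for tumors, against 20.4% of the 8969 genes here (10.1% of the 18138 the paper states). Of the genes tested, the equal-variance 2-group test without moderation comes near it (2.6%, or 1.28% of the 18138), and of the 18138 the replicate block (3.13%) and, chosen after seeing the values, the authors' values in 2 groups without the replicate number (3.27%) do.

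The paper states 18138 genes analysed, against 8969 here. With no filter on dim probes it is 16593, and with probes detected on every array of a group 7549.

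The paper's text and Fig. S3 give 8 of the 19 Fig. 5C genes as lower in DEN-treated *Chop*−/− livers, against 4 of the 15 tested here. Genes not tested may hold part of the gap. Of the alternatives fixed beforehand only leaving out wild-type replicate C_19 (6 genes) brings the count within the margin, and the authors' values give 4. Of the settings tried after seeing the values, array weights gave 8, and 2 groups only, the replicate block, the authors' values in 2 groups without the replicate number and 24 added to the signal in 2 groups gave 6 each, while the equal-variance 2-group test without moderation gave 3, the array set as a block 2 and 24 added to the signal in 6 groups 1, and the remaining settings gave 4.

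Fig. 5D shows *Ddit3* in wild-type tumors at a log2 fold change of about 1.6 (read by eye), against 2.19 here. The authors' values give 1.47, in 6 groups and in 2, and no alternative on other values meets the paper's. The same figure shows *Ccnd1* at about 1.8, against 1.944 here, which lies at the edge of the margin, the larger SD of the groups (0.144). Median scaling (1.937), the authors' values (1.793, in 6 groups and in 2) and leaving out tumor A_08 or liver B_09 (1.863 and 1.895) lie within it, as does 24 added to the signal in 2 groups (1.942, chosen after seeing the values), and the other alternatives do not.

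Fig. 5F shows *Rpl13a* at about 0.95 in *Chop*−/− tumors (read by eye), against 1.17 here. No alternative fixed beforehand brings it within the margin, and of those tried after seeing the values the array set as a block (0.979, or 0.974 and 0.953 with 24 added to the signal in 6 groups and in 2) and the replicate block (1.062) do. It shows *Rps9* at about 0.8, against 0.42 here. Of the alternatives fixed beforehand leaving out wild-type tumor A_04 (0.588) or *Chop*−/− tumor B_16 (0.561) brings it within the margin, and of those tried after seeing the values the mean of the probes (0.712), array weights (0.564) and the array set as a block (0.523, or 0.522 with 24 added to the signal in 6 groups) do. A second *Rps9* probe, detected on all 24 arrays, has a difference of 1.001 between tumors. The figure shows about 17 ribosomal protein genes, against 28 here at the study's thresholds. The authors' values (25) and leaving out C_24 (21) bring the count within the margin, and the other alternatives fixed beforehand do not. Tried after seeing the values, the equal-variance 2-group test without moderation gave 17, the replicate block 20, 2 groups only 22, the array set as a block 24 (also with 24 added to the signal in 6 groups), the authors' values in 2 groups without the replicate number 24 and array weights 25. Not within the margin were 24 added to the signal in 2 groups (8), the mean of the probes and the array set as a random block (29 each) and the 2 other filters (28 each). Of the 15 tested genes of Fig. 5F, the settings tried after seeing the values drop 2 at the study's thresholds where they use the authors' values, 12 with 24 added to the signal in 2 groups and 1 otherwise, as does the fit of all 24 arrays.

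The paper describes DEN-treated livers as more variable than PBS-treated ones. The median SD between arrays was 0.244 and 0.229 in DEN-treated wild-type and *Chop*−/− livers, against 0.302 and 0.178 in PBS-treated ones, so this held for *Chop*−/− livers and not for wild-type livers.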

Other observations

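Tests of genes other than *Ddit3* in the splits below were chosen after the result was seen. Some gene lists differed between the arrays of DEN-treated and PBS-treated whole livers, which the study does not compare. The DEN-treated samples held nodular as well as non-tumorous tissue, and whether tumor genes came from nodules was not tested. In wild-type livers 8 of 9 fetal liver and liver tumor genes had higher values after DEN, and 4 were higher when adjusted over the list alone. Acute-phase genes, which hepatocytes secrete in inflammation, had a median of 0.29 (adjusted p = 5.06e-05 from camera, and adjusted p = 0.259 with an estimated correlation), and genes of gluconeogenesis and the urea cycle one of −0.28 (2.66e-05, and adjusted p = 0.259 with an estimated correlation). All 11 stellate cell markers had lower values (median −0.25, adjusted p = 5.06e-05, and adjusted p = 0.038 with an estimated correlation). No gene passed in limma (246 at an unadjusted p under 0.05).

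In *Chop*−/− livers all 21 macrophage markers had higher values after DEN (median 0.40, adjusted p = 1.34e-08 from camera, and adjusted p = 0.288 with an estimated correlation), and 8 were higher when adjusted over the list alone. Interferon-stimulated genes had a median of 0.43 (2.41e-07, and adjusted p = 0.462 with an estimated correlation) and acute-phase genes one of 0.41 (3.53e-06, and adjusted p = 0.288 with an estimated correlation). *Tff3*, a trefoil factor that also rose in tumors, and *Lpl*, which encodes lipoprotein lipase, passed over all genes. Neither passed without *Chop*−/− PBS liver replicate A_05 (1 other gene, which was lower, did) or without *Chop*−/− PBS liver replicate C_21 (0 genes).

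The comparisons below were repeated for other splits of the same arrays into groups of the same sizes. The comparison between *Chop*−/− and wild-type tumors and the interaction of genotype and tumor were not. The counts of splits below include the real one. In PBS-treated livers and for wild-type tumors against livers only 10 splits exist, too few for a share under 0.05. In PBS-treated livers 1 split gave as many genes at an adjusted p under 0.05 as the real one (2, highest other 0), 1 as many at the study's thresholds (466, highest other 445) and 8 as many lists (5, highest other 13). For wild-type tumors against livers it was 1 for genes at an adjusted p under 0.05 (1727, highest other 27, a split that parts array set A from the others), 1 at the study's thresholds (1975, highest other 919) and 1 for lists (21, highest other 17). The *Ddit3* difference of that comparison was 2.33 within array set A and 1.96 within array set B.

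In DEN-treated livers 1 of 100 splits gave 2 or more genes at an adjusted p under 0.05 (highest other 1), but the deleted gene *Ddit3* is 1 of the 2, so the design fixes this count and it decides nothing. Without *Ddit3*, 2 of 100 gave as many as 1 gene (highest other 1), a share under 0.05 that argues against chance for the count. Another split matched it, however, and the test was chosen after the result was seen. It counts any gene, so it does not test *Mars1*, the gene called, and it says nothing on a wider effect of genotype. At the study's thresholds 63 of 100 gave as many as 17 (highest other 88), and 19 of 100 as many lists as 9 (highest other 15), so chance is not excluded for either. For DEN-treated against PBS-treated *Chop*−/− livers 2 of 100 gave as many as 2 genes (highest other 2), a share under 0.05 that argues against chance for that count. Another split matched it, however, and the count was 0 with the authors' values and without replicate C_21. For wild-type livers, with 0 genes, all 84 splits gave as many (highest other 266, for A_02, B_11, C_18, C_19, A_01 and B_09 against A_03, B_10 and C_17), and 2 of the 83 others called over 100 genes, which points to a structure of these samples other than treatment. For the interaction of genotype and DEN, with 0 genes (316 at an unadjusted p under 0.05), all 100 gave as many (highest other 2).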
